# SMAD2/3 signaling in the uterine epithelium controls endometrial cell homeostasis and regeneration

**DOI:** 10.1038/s42003-023-04619-2

**Published:** 2023-03-11

**Authors:** Maya L. Kriseman, Suni Tang, Zian Liao, Peixin Jiang, Sydney E. Parks, Dominique I. Cope, Fei Yuan, Fengju Chen, Ramya P. Masand, Patricia D. Castro, Michael M. Ittmann, Chad J. Creighton, Zhi Tan, Diana Monsivais

**Keywords:** Self-renewal, Stem-cell niche

## Abstract

The regenerative potential of the endometrium is attributed to endometrial stem cells; however, the signaling pathways controlling its regenerative potential remain obscure. In this study, genetic mouse models and endometrial organoids are used to demonstrate that SMAD2/3 signaling controls endometrial regeneration and differentiation. Mice with conditional deletion of SMAD2/3 in the uterine epithelium using Lactoferrin-iCre develop endometrial hyperplasia at 12-weeks and metastatic uterine tumors by 9-months of age. Mechanistic studies in endometrial organoids determine that genetic or pharmacological inhibition of SMAD2/3 signaling disrupts organoid morphology, increases the glandular and secretory cell markers, FOXA2 and MUC1, and alters the genome-wide distribution of SMAD4. Transcriptomic profiling of the organoids reveals elevated pathways involved in stem cell regeneration and differentiation such as the bone morphogenetic protein (BMP) and retinoic acid signaling (RA) pathways. Therefore, TGFβ family signaling via SMAD2/3 controls signaling networks which are integral for endometrial cell regeneration and differentiation.

## Abstract (web summary)

Demonstration that SMAD2/3 regulate regeneration and differentiation of the endometrium in a manner important for suppression of endometrial carcinogenesis.

## Introduction

The endometrium is the mucosal inner lining of the uterus that is under the cyclical control of the steroid hormones, estrogen (E2) and progesterone (P4), and holds the potential to undergo hundreds of cycles of regeneration throughout a woman’s reproductive lifespan. The regenerative potential of the endometrium is conferred by the presence of unique stem and progenitor cells that are located throughout the endometrium to aid in rapid endometrial regeneration after menstruation^1–4^. Pharmacological inhibition of the transforming growth factor β (TGFβ) signaling pathway is critical for maintaining the proliferation and regeneration of endometrial mesenchymal stem cells and endometrial epithelial organoids, indicating that TGFβ family signaling is a critical pathway in endometrial regeneration and repair^5–8^. However, the underlying mechanisms controlled by TGFβ signaling in the endometrium are not well-understood.

The TGFβ signaling pathway is comprised of a variety of secreted ligands, inhibitors, cell surface receptor kinases, and the SMAD2/SMAD3 and SMAD4 transcription factors that are activated via phosphorylation and translocate to the nucleus to control gene expression^9^. This signaling pathway controls key developmental processes, such as cell migration, differentiation, and proliferation, and is dysregulated in various cancer subtypes. Mutations in TGFβ pathway members have been identified in various tumor subtypes and correlate with metastasis-associated genes and decreased patient survival^10^.

In the female reproductive tract, TGFβ is important for the integrity and development of the uterus and ovary and controls processes during early pregnancy and throughout gestation, such as endometrial receptivity, decidualization, and placentation^11–16^. Components of the TGFβ signaling pathway also act as tumor suppressors. Mouse models have shown that conditional deletion of the TGFβ receptor, ALK5, or the SMAD2 and SMAD3 transcription factors in the endometrial epithelium and stroma^17^ results in aggressive metastatic endometrial cancer and death^18,19^. In addition, endometrial cancer mouse models with conditional inactivation of phosphatase and tensin homolog (*Pten*) and the AT-rich interaction domain 1 A (*Arid1a*) genes, demonstrate aberrant TGFβ signaling, further supporting that inactivation of the TGFβ pathway contributes to the metastatic potential of endometrial tumors.

In this study, we define the epithelial-specific contribution of SMAD2/3 to endometrial function by conditionally ablating the *Smad2* and *Smad3* transcription factors with Lactoferrin-iCre (*Ltf-*cre). Using epithelial organoid cultures from the endometrium, we uncover the signaling mechanisms downstream of TGFβ that control endometrial cell regeneration and are critical for endometrial regeneration and homeostasis.

## Results

### Identification of TGFβ signaling pathway mutations in endometrial cancer

We profiled the data from uterine tumors deposited to the cBioPortal of Cancer Genomics for mutations of the TGFβ signaling pathway^20,21^ and identified several mutations in TGFβ-related receptors (*TGFBR1, TGFBR2, ACVR1B, ACVR1C, ACVR2A, ACVR2B)* and transcription factors (*SMAD2, SMAD3, SMAD4*) (Supplementary Fig. 1a). We found that among 894 patient tumors, ~20% harbored genetic abnormalities in TGFβ-related genes. Of the 52 mutations located in *SMAD2*, 41 were missense and 11 were truncating mutations (Supplementary Fig. 1b). *SMAD3* harbored 41 mutations, while *SMAD4* had 36 mutations (Supplementary Fig. 1c, d).

Receptors in the TGFβ signaling pathway also displayed several mutations; *TGFBR1* had 42 mutations, while *TGFBR2* had ~28 mutations (Supplementary Fig. 1e, f). *ACVR1B* and *ACVR1C* were also mutated in uterine tumors, showing ~34 and 31 mutations each (Supplementary Fig. 1g, h). *ACVR2A* had the highest mutation load, harboring 80 total mutations, including 32 frameshift mutations affecting a single amino acid (K437R) (Supplementary Fig. 1i). ACVR2A K437R is a frequently occurring mutation in cancers that likely perturbs activin/SMAD2/3 signaling due to alterations in the C-terminal domain^10,22–24^. We also found that *ACVR2B* had 30 mutations (Supplementary Fig. 1j). Hence, these analyses indicate that genetic alterations affecting the normal function of the TGFβ signaling pathway are present in uterine cancers and may contribute to the onset and progression of malignancy.

### Generation of a mouse model with conditional deletion of *Smad2* and *Smad3* in the uterine epithelium

Given the TGFβ signaling pathway alterations found in human endometrial tumors, we generated mice with epithelial-specific inactivation of *Smad2*^25^ and *Smad3*^15^ using *Ltf-*cre^26^ (*“Smad2/3* cKO” mice) to investigate the in vivo roles of SMAD2 and SMAD3 signaling in the luminal uterine epithelium, (Fig. 1a). *Ltf*-cre activity has been demonstrated in the uterine epithelium of the adult mouse uterus beginning at ~60 days of age, although cre-activation can be achieved at younger ages with administration of estradiol (E2)^26,27^. To obtain tissue-specific deletion of *Smad2* and *Smad3*, we treated mice with 100 ng of E2 at days 21 and 22 of age. We verified that the specific exons were deleted in the uterine epithelium of *Smad2/3* cKO mice at 6 weeks of age (Fig. 1b, c) and confirmed that total SMAD2 and SMAD3 protein levels were deleted from the uterine epithelium of *Smad2/3* cKO mice (Fig. 1d, Supplementary Fig. 2). Phosphorylated SMAD2/3 (pSMAD2/3) immunoreactivity was detected in the epithelium and stroma of the control uterine tissues (Fig. 1e, f, red arrows); and while the uterine stroma of *Smad2/3* cKO displayed pSMAD2/3 immunoreactivity, none was detected in the epithelial compartment (Fig. 1g, h, yellow arrows). These results indicated that we successfully generated a mouse model with double conditional deletion of SMAD2 and SMAD3 in the uterine epithelium using *Ltf-*cre.

**Fig. 1:**
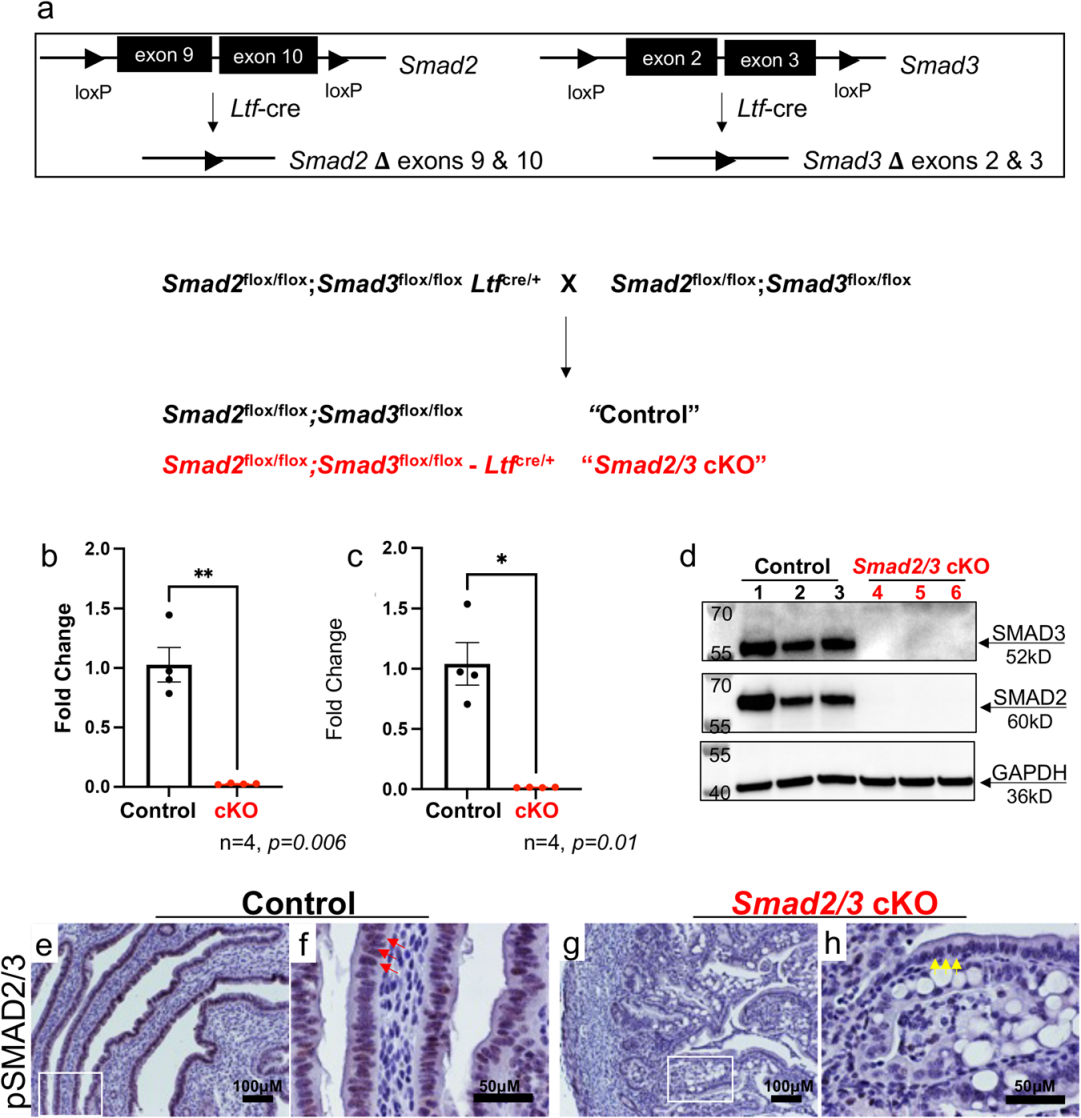
Generation of mice with double conditional deletion of SMAD2 and SMAD3 using *Ltf-*cre. **a** Diagram showing the schematic used to obtain conditional deletion of SMAD2 and SMAD3 in the uterine epithelium using *Ltf-*cre. **b**–**h** Confirmation that effective deletion of the *Smad2* and *Smad3* floxed exons and protein levels were decreased in the uterine epithelium of *Smad2/3* cKO mice at the mRNA level (**b**, **c**, *n* = 4 per genotype) and in protein lysates from purified epithelium (**d**, *n* = 3 per genotype). Lanes in (**d**) were generated from the same blot, which was sequentially probed and stripped with each of the indicated antibodies. **e**–**h** Immunohistochemical analysis of phosphorylated SMAD2 and SMAD3 (pSMAD2/3) in uterine cross-sections of control (*n* = 3) and *Smad2/3* cKO mice (*n* = 3). Red arrows (**f**) show positively stained cells in uterine epithelial cells of controls, while yellow arrows (**h**) highlight the unstained epithelial cells in *Smad2/3* cKO uterus. Histograms represent mean ± SEM analyzed by an unpaired two-tailed *t*-test.

### Mice with double SMAD2 and SMAD3 conditional deletion develop endometrial hyperplasia and lose progesterone receptor expression

To determine how loss of SMAD2 and SMAD3 contribute to the integrity of the uterine epithelium, we analyzed the uterine tissues of control and *Smad2/3* cKO mice at 12 weeks and 6 months of age (Supplementary Fig. 3). To visualize the uterine compartments, we immunostained uterine cross-sections with the epithelial cell marker, E-cadherin (CDH1, labeled with a green fluorophore) and with the myometrial marker, smooth muscle actin (SMA, labeled with a red fluorophore). We found that unlike control mice, *Smad2/3* cKO mice displayed more uterine epithelial folds (Supplementary Fig. 3a, b) and loss of uterine epithelial progesterone receptor (PR) expression (Supplementary Fig. 3c–f). Immunostaining with the glandular marker, FOXA2, showed that endometrial glands from both the control and *Smad2/3* cKO mice expressed FOXA2 (Supplementary Fig. 3g–j). By 6 months of age, *Smad2/3* cKO had developed endometrial hyperplasia, as evident by the presence of E-cadherin-positive epithelial folds (Supplementary Fig. 3k, l) with a decrease of PR within the uterine epithelium (Supplementary Fig. 3m–p). Similar to the 12-week timepoint, FOXA2 immunoreactivity was detected in both *Smad2/3* cKO and control mice at 6 months of age (Supplementary Fig. 3q–t).

We also assessed how single SMAD2 or SMAD3 deletion with *Ltf*-cre affected endometrial architecture by analyzing the uterine morphology of *Smad2* cKO and *Smad3* cKO mice at 6 months and 9 months of age (Supplementary Fig. 4). The uterine compartments of 6-month-old virgin mice were visualized with cytokeratin 8 (CK8, epithelial marker) and smooth muscle actin (SMA, myometrial marker), which showed that mice with single SMAD2 or SMAD3 deletion demonstrated no morphological differences when compared to the control mice (Supplementary Fig. 4a–f). Likewise, analysis of 9-month-old *Smad2* cKO and *Smad3* cKO uteri with E-cadherin staining (CDH1, epithelial marker) showed no morphological differences relative to control (Supplementary Fig. 4g–l). There was also no difference in FOXA2 or PR expression in the uterine tissues of controls and the single *Smad2* cKO and *Smad3* cKO mice (Supplementary Fig. 4m–r). Overall, we concluded that double conditional deletion of SMAD2 and SMAD3, and not single deletions of either gene, from the uterine epithelium of mice resulted in the development of endometrial hyperplasia and loss of epithelial, but not stromal, PR expression.

### Mice with double SMAD2 and SMAD3 conditional deletion develop metastatic uterine tumors

We observed that unlike their age-matched control littermates, *Smad2/3* cKO female mice began to perish as early as 7 months of age. Upon gross examination, *Smad2/3* cKO mice developed bulky uterine tumors (Fig. 2a, b) with lung nodules (Fig. 2c, d). We observed that 77.8% of the mice (14/18) had bulky uterine tumors and that 66.7% (12/18) harbored visible lung nodules. Histological examination of the uterine tumors showed endometrial infiltration into the underlying myometrium, suggestive of uterine carcinoma (Fig. 2e), while the lung nodules showed a border and distinct morphology from that of the normal lung (Fig. 2f).

**Fig. 2:**
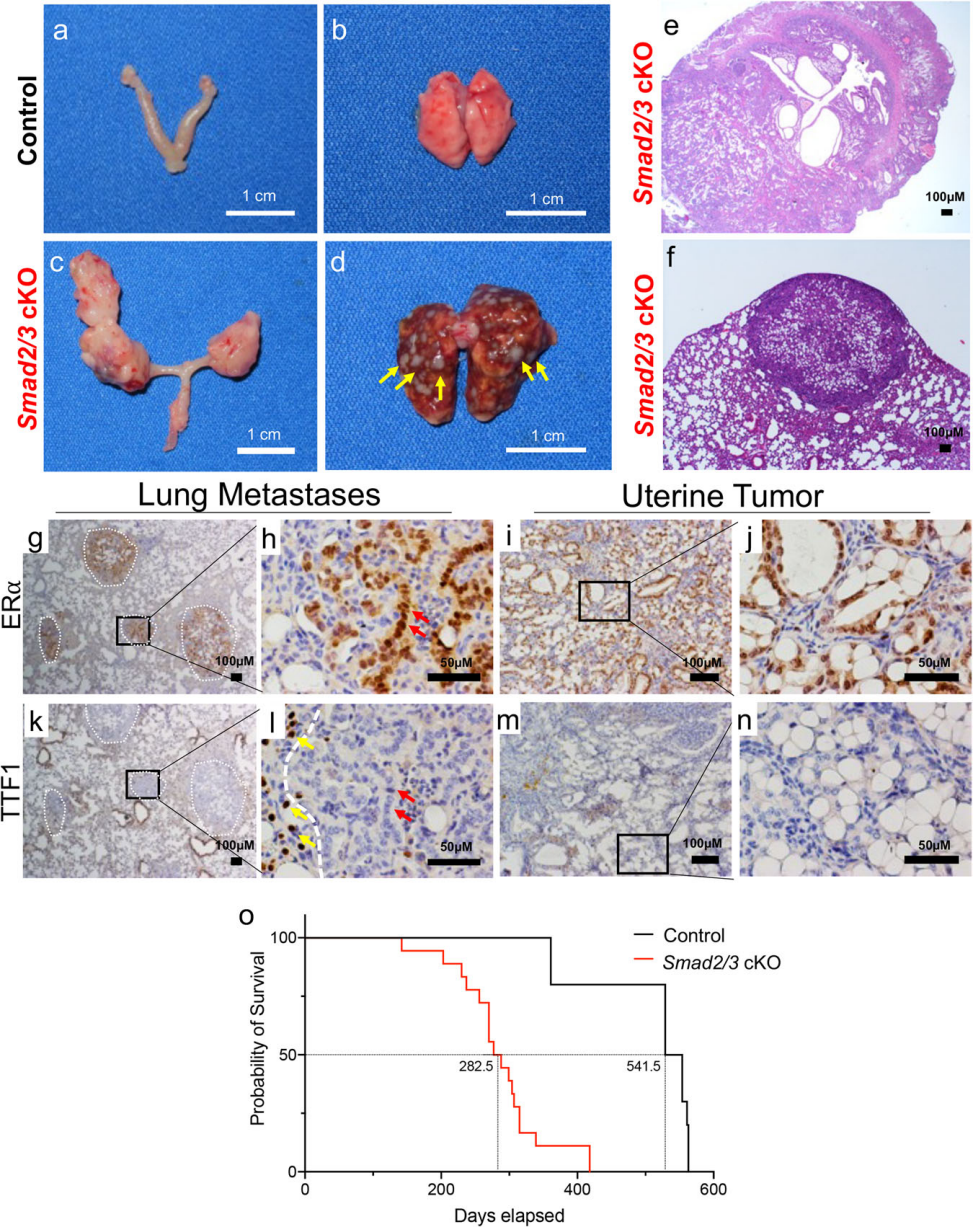
Conditional deletion of SMAD2/3 results in metastatic endometrial tumors and death. **a**, **b** Gross uterus of control (**a**) and *Smad2/3* cKO (**b**) mice at 9 months of age. *Smad2/3* cKO mice showed the presence of uterine masses. **c**, **d** Lungs dissected from control (**c**) and *Smad2/3* cKO mice (**d**), showing that the lungs of the *Smad2/3* cKO mice developed metastatic nodules (yellow arrows). **e**, **f** Cross-sections of the uterine tumor (**e**) and metastatic nodules (**f**) from *Smad2/3* cKO mice stained with Hematoxylin and Eosin (H&E). **g**–**j** Immunohistochemistry of ERα in the lung nodules (**g**, **h**) or uterine tumors (**i**, **j**) from *Smad2/3* cKO mice. Expression of ERα is observed in the uterine tumors (**i**, **j**), and in the lung nodules (outlined by white dotted circles), but not in the adjacent normal tumor tissue. **k**–**n** Immunohistochemistry of the lung cell marker, TTF1, in lung (**k**, **l**) and uterine tumor cross-sections (**m**, **n**) showing that neither the uterine tumors (**m**, **n**) nor metastatic nodules (**k**, **l**) express TTF1. However, the normal lung cells adjacent to the lung nodules do express TTF1 (**l**, yellow arrows). Red arrows in (**h**, **l**) show ERα positive cells in the lung nodules (**h**) that are TTF-negative in a sequential section (**l**). **o** Survival analysis comparing the survival of control mice (50% survival, 541.5 days) to *Smad2/3* cKO mice (50% survival, 282.5 days).

While *Ltf*-cre shows the most potent recombinase activity within the uterine epithelium, a small number of cells with *Ltf-*cre activity have been identified in extra-uterine tissues, including the lung^26^. In our previous studies, conditional deletion of TGFBR1/ALK5 or SMAD2 and SMAD3 using progesterone receptor-cre resulted in aggressive uterine tumors with distant lung metastases^18,19^. To determine whether the lung nodules were metastases from the uterine tumors or independent lung lesions, we performed immunohistochemistry (IHC) on cross-sections of the lung nodules and uterine tumors using estrogen receptor alpha (ERα) as a uterine cell marker and transcription termination factor (TTF1) as a lung cell-specific marker (Fig. 2g–n). We found that the lung nodules had clearly demarcated ERα staining patterns with nuclear localization similar to that of the cells within the uterine tumors (Fig. 2g–j). Analysis of the lung-specific marker, TTF1, showed clear nuclear staining within the cells of the normal lung (Fig. 2k, l, yellow arrows). However, no TTF1-positive cells were detected within the lung nodules (Fig. 2k, l) or in the uterine tumors (Fig. 2m, n). In addition, when serial sections of the lung nodules were stained with TTF1 and ERα, cells that were ERα positive did not show TTF1-expression (Fig. 2h, l, red arrows). These results indicated that uterine-epithelial deletion of SMAD2 and SMAD3 with *Ltf*-cre resulted in uterine tumors with distant metastases to the lungs. These tumors and metastases led to the premature death of the mice, resulting in reduced survival for the *Smad2/3* cKO mice relative to the controls (Control: 541.5 ± 25.3 vs. *Smad2/3* cKO: 282.5 ± 15.7-day survival) (Fig. 2o). Hence, an intact SMAD2 and SMAD3 signaling program within the uterine epithelium is required for normal endometrial function and homeostasis.

### Uterine tumor development in SMAD2 and SMAD3 double conditional knockout mice is driven by estrogen

In women, endometrial tumors are typically classified according to histological and molecular criteria, including their response to estrogen (E2) and their ER and PR expression status^28^. To determine the effect of E2 on tumor development, we ovariectomized 8-week-old control and *Smad2/3* cKO mice and implanted a placebo or 90-day-release E2 pellet (Fig. 3). We found that *Smad2/3* cKO mice containing the E2 pellet perished ~34 days sooner than mice in the other groups (*Smad2/3* cKO + E2, *n* = 4: 120 ± 10.2 days vs. all other groups, *n* = 4 per group: 154 days). As expected, administration of E2 to ovariectomized control mice increased gross uterine weight (control + E2, *n* = 4, 0.108 ± 0.038 g) compared to that of controls and *Smad2/3* cKO mice without E2 (control + placebo, *n* = 4, 0.019 ± 0.003 g; *Smad2/3* cKO + placebo, *n* = 4, 0.025 ± 0.002 g). However, administration of E2 pellets to *Smad2/3* cKO drove tumorigenesis, resulting in increased uterine weight (*Smad2/3* cKO, *n* = 4, 2.99 ± 0.66 g), tumors in 100% of the mice (4/4), and lung metastases in 50% of the mice (2/4) (Fig. 3a–d, Supplementary Table 1). This result indicated that tumor development in *Smad2/3* cKO mice was E2-dependent.

**Fig. 3:**
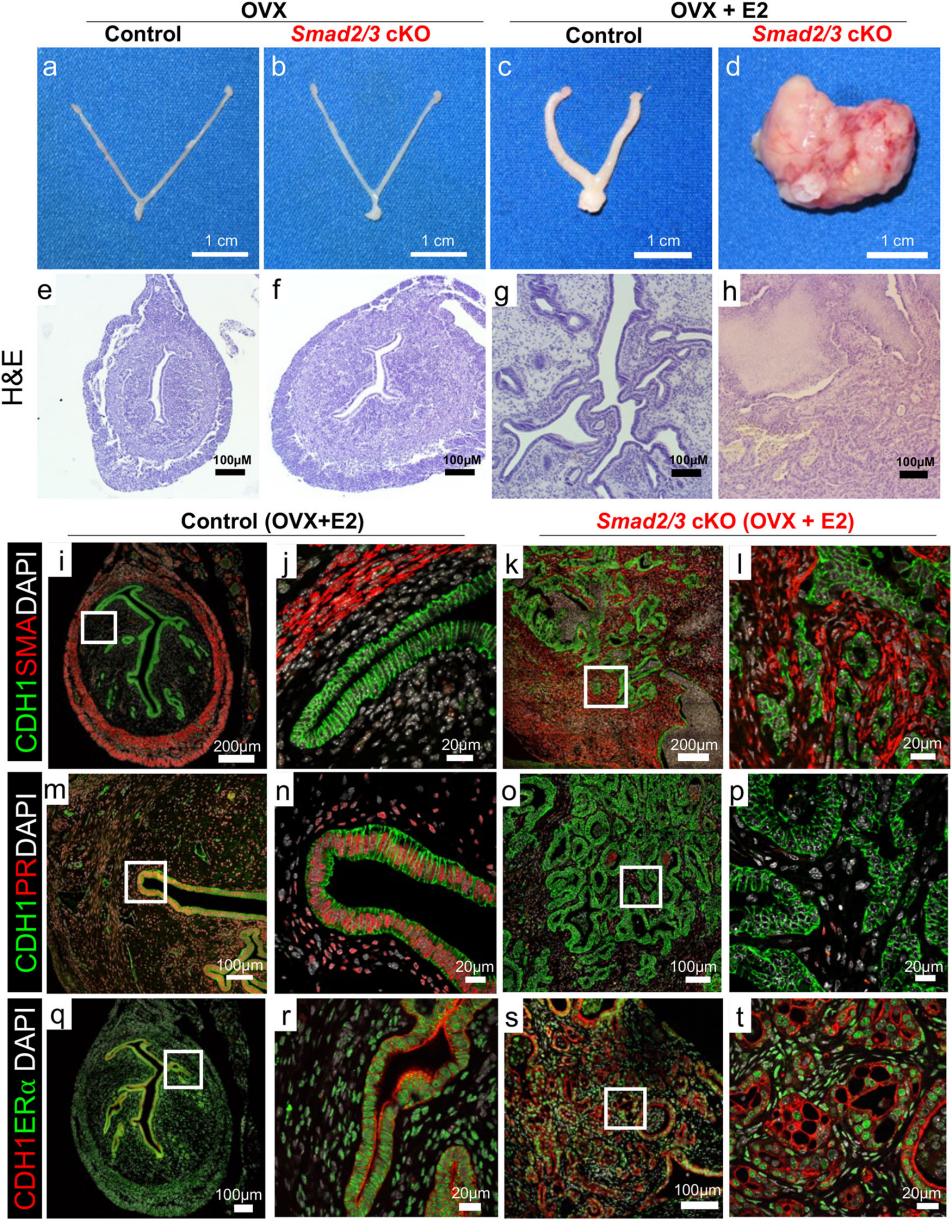
Endometrial tumor development is estrogen dependent in *Smad2/3* cKO mice. **a**–**d** Gross uteri from adult control (**a**, **c**) and *Smad2/3* cKO mice (**b**, **d**) collected 3 months after ovariectomy (OVX) and treated without (**a**, **b**) or with estradiol releasing pellets (**c**, **d**). Only the *Smad2/3* cKO mice that received the estradiol treatment developed tumors. **e**–**h** H&E stained uterine cross-sections stained of control (**e**, **g**) and *Smad2/3* cKO (**f**, **h**) that were ovariectomized and treated without (**e**, **f**) or with estradiol (**g**, **h**). **i**–**t** Immunostaining of control (**i**, **j**, **m**, **n**, **q**, **r**) and *Smad2/3* cKO mice (**k**, **l**, **o**, **p**, **s**, **t**) cross sections following OVX + E2 treatment. **i**–**l** Tissue sections were stained with the epithelial cell marker, E-cadherin (CDH1, green) and smooth muscle actin (SMA, red). Compared to controls (**i**, **j**) sections from *Smad2/3* cKO mice (**k**, **l**) show disordered epithelial cell and smooth muscle layers. **m**–**p** Tissue sections were stained with E-cadherin (CDH1, green) and progesterone receptor (PR, red). PR can be seen in the nuclei of the control mice (**m**, **n**) but not in the epithelium of *Smad2/3* cKO mice (**o**, **p**). **q**–**t** Uterine cross sections were stained with E-cadherin (CDH1, red) and estrogen receptor α (ERα, green) antibodies. Cross sections from control (**q**, **r**) and *Smad2/3* cKO (**s**, **t**) mice were positive for ERα. Nuclei were stained with DAPI (white). H&E and immunostaining experiments were performed in samples from at least 3 control and 3 *Smad2/3* cKO mice.

Cross-sections of the uteri revealed that the untreated ovariectomized control, *Smad2/3* cKO mice, and the ovariectomized controls treated with E2, retained a properly organized endometrial compartment (Fig. 3e–g). However, ovariectomized *Smad2/3* cKO mice treated with E2 displayed expansion of the epithelial cells in the tumor mass (Fig. 3h). Immunostaining of the uterine cross-section showed that while smooth-muscle actin staining (SMA, red) was restricted to the outer myometrium and E-cadherin-positive cells (CDH1, green) were in organized epithelial structures, the uterine architecture of the *Smad2/3* cKO mice treated with E2 was disorganized (Fig. 3i–l). We also observed that while the epithelium and stroma of the control mice expressed PR, few stromal but no epithelial cells expressed PR in the *Smad2/3* cKO + E2 tumors (PR, red; Fig. 3m–p). Immunostaining with the estrogen receptor α antibody (ERα, green) showed that the stroma and epithelium of both control and *Smad2/3* cKO mice expressed ERα (Fig. 3q–t), suggesting that the tumor’s estrogen response was occurring via the transcriptional activity of ERα.

Because *Ltf*-cre activity is induced by E2, we confirmed this finding in a separate cohort *Smad2*^*flox/flox*^*;Smad3*^*flox/flox*^ mice administered with intrauterine adenoviral-cre (Ad-empty or Ad-cre) following ovariectomy and placebo or E2 pellet implantation (Supplementary Fig. 5a). This allowed us to assess the role of E2 in a mouse line with Ad-cre-induced SMAD2/3 deletion independent of *Ltf*-cre activation. We used a strategy of intrauterine Ad-cre injection that was previously shown to effectively target the major cell types within the uterus^29,30^. As expected, administration of E2 to mice injected with Ad-empty increased uterine weight (Ad-empty + placebo, *n* = 2, 0.06 ± 0.023 g vs. Ad-empty + E2, *n* = 3, 0.12 ± 0.05 g) (Supplementary Fig. 5b). Administration of Ad-cre to mice with a placebo pellet did not affect uterine weight (Ad-cre + placebo, *n* = 3, 0.02 ± 0.006), however Ad-cre in the presence of E2 caused uterine tumor development in 1/3 of mice (Ad-cre + E2, *n* = 3, 1.36 ± 1.9 g) (Supplementary Fig. 5b). Histological analyses confirmed that only the mice treated with Ad-cre + E2 developed uterine tumors with glandular infiltration into the underlying myometrium (Supplementary Fig. 5b). Therefore, these results confirmed that tumor development in *Smad2/3* cKO mice is dependent on E2 signaling.

### Genetic and pharmacological SMAD2/3 inactivation affects organoid morphology and differentiation

To determine the signaling pathways that are abrogated in the epithelium of *Smad2/3* cKO mice, we established endometrial epithelial organoids with genetic or pharmacological inhibition of SMAD2/3 signaling. It was previously shown that long-term culture of endometrial epithelial organoids from mice require, in part, inhibition of SMAD2/3 signaling^7^. Although this was achieved by the addition of the type 1 TGFβ receptors (ALK4/5/7) A83-01^31^, the downstream signaling pathways affected by the inhibitor remain unknown. To uncover these biological networks, we cultured endometrial organoids from *Smad2/3* cKO and control mice in the presence or absence of A83-01 to obtain genetic or pharmacological suppression of TGFβ signaling (Fig. 4a). After 3–5 passages (~3–5 weeks), endometrial organoids cultured with A83-01 or from *Smad2/3* cKO mice, developed an abnormal “dense” morphology compared to those organoids from control mice grown without A83-01, which retained a round “cystic” morphology (Fig. 4b, c). We quantified the development of cystic vs. dense organoids across the three conditions (Control + Vehicle, Control + A83-01, *Smad2/3* cKO) over five passages (Fig. 4d–f). We found that the morphology of control organoids cultured without A83-01 retained a round cystic morphology over 5 passages, while ~27-43% of control organoids cultured with A83-01 began to develop a lobular dense morphology starting at approximately passage 3 (Fig. 4e). Endometrial organoids from *Smad2/3* cKO mice began to develop a dense morphology as early as passage 1 (~11%), with approximately ~44% of these organoids displaying a dense morphology by passage 4 (Fig. 4f).

**Fig. 4:**
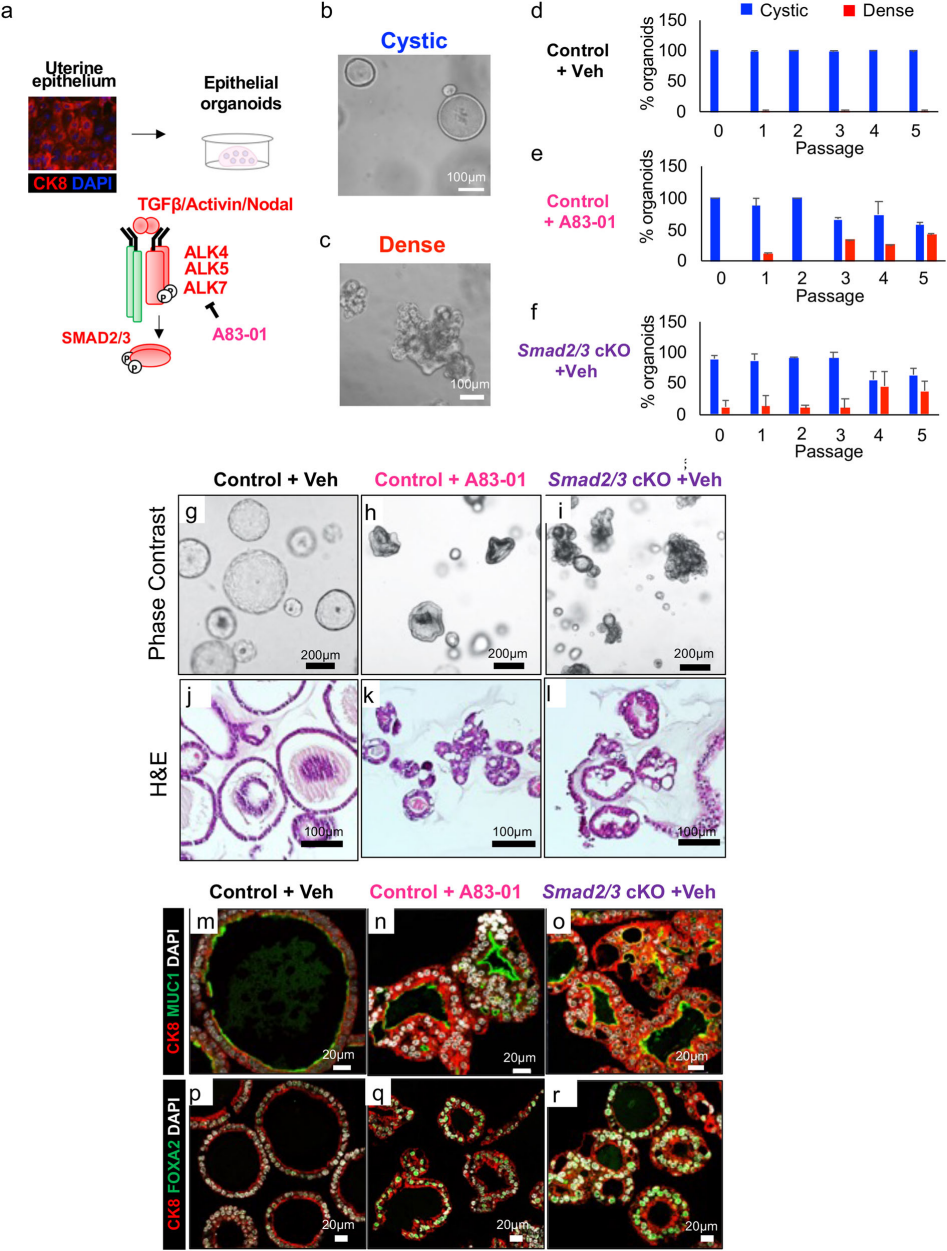
Inhibition of SMAD2/3 signaling disrupts morphology and differentiation of endometrial epithelial organoids. **a** Schematic showing the strategy used to isolate uterine epithelium from control and *Smad2/3* cKO mice for the culture of epithelial organoids. Organoids from control mice were grown in the presence or absence of the TGFβ receptor (ALK4/ALK5/ALK7) inhibitor, A83-01 for 5 passages. **b**, **c** Phase contrast images of cystic (**b**, round-shaped) or dense (**c**, lobular shaped) organoids. **d**–**f** Quantification of cystic vs. dense organoids across the three conditions, control + vehicle (**d**), control + A83-01 (**e**), and *Smad2/3* cKO (**f**). Values displayed as percentage of total organoids from *n* = 3 mice per group over 5 passages, mean ± SEM. **g**–**i** Phase contrast imaging of the organoids from control mice grown in the absence (**g**) or presence (**h**) of A83-01, and from *Smad2/3* cKO mice (**i**). **j**–**l** H&E stained cross sections of organoids from control mice (**j**), control mice treated with the A83-01 inhibitor (**k**), and from *Smad2/3* cKO mice (**l**). **m**–**r** Cross sections of endometrial organoids from control mice cultured in the absence (**m**, **p**) or presence of A83-01 (**n**, **q**) or from *Smad2/3* cKO mice (**o**, **r**). The organoids were immunostained with the epithelial cell marker antibody, cytokeratin 8 (CK8, red) and the mucin 1 antibody (**m**–**o**, MUC1, green), or with CK8 (red) and the glandular cell marker, FOXA2 (**p**–**r**, green). These experiments were performed in organoids derived from at least three mice per group.

Histological analysis of the endometrial organoids showed that while the organoids from control mice grown without A83-01 retained a single layer of epithelium (Fig. 4g, j), control organoids cultured with A83-01 and *Smad2/3* cKO organoids displayed a more complex organization with enlarged secretory-like cells (Fig. 4h, i, k, l). Immunostaining with cytokeratin 8 (CK8) and mucin 1 (MUC1) showed more prominent MUC1 expression in organoids from control mice with A83-01 and *Smad2/3* cKO mice than organoids from control mice cultured with vehicle (Fig. 4m–o). Likewise, organoids from controls cultured with A83-01 or from *Smad2/3* cKO mice displayed more prominent expression of the glandular cell marker, FOXA2, than those from control mice cultured with the vehicle (Fig. 4p–r). These results suggested that the genetic or pharmacological inhibition of TGFβ signaling increased differentiation of the organoids toward secretory-like cells. Development of mouse epithelial organoids with a “dense” morphology was previously observed to be WNT-dependent, suggesting that inhibition of TGFβ signaling inhibits a similar pathway^7^.

### Genetic or pharmacological inhibition of TGFβ signaling elevates BMP and retinoic acid signaling in endometrial organoids

To characterize the gene expression pathways controlled by the inhibition of TGFβ signaling, we performed RNA sequencing (RNAseq) of endometrial organoids from the three conditions described above (control + vehicle, control + A83-01, and *Smad2/3* cKO) (Fig. 5). 

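Organoids are cultures in which uterine epithelial cells embedded in Matrigel grow into hollow or lobed bodies. Control mice carried floxed alleles of *Smad2* and *Smad3*, and *Smad2/3* cKO mice carried the same alleles together with Cre recombinase expressed from the lactoferrin gene *Ltf*. A83-01 blocks the kinase of the receptors ALK4, ALK5 and ALK7, which phosphorylate SMAD2 and SMAD3, and was used at 500 nM against a DMSO vehicle. The sample labels gave 3 control + vehicle, 4 control + A83-01 and 4 *Smad2/3* cKO samples, the numbers stated in the methods, whereas the legend of Fig. 5 gives 4 mice per group. Organoids of *Smad2/3* cKO mice grown with A83-01, on which the paper gives no result, were sequenced from 4 mice as well. The numbers in the labels show that control + A83-01 replicates 1 to 3 carry the numbers of control + vehicle replicates 1 to 3. Samples with the same number resembled each other after the group means were removed (mean r across genes 0.402 for the 3 pairs, −0.136 for the other combinations), so comparison (1) was also fitted with the replicate number as a block.

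The deposited values are normalized counts per gene, estimated by the authors from short reads of cDNA made with an ultra-low input kit and divided by a size factor per sample. Normalized counts summed to between 20241771 and 24423127 per sample in these 3 groups, with medians of 20758938 in control + vehicle, 22673274 in control + A83-01 and 22598883 in *Smad2/3* cKO organoids. The spacing of the low values put the number of reads on genes between 18.9 M and 23.3 M per sample. Differences were tested with limma on the log2 of the normalized count plus 1, with Benjamini-Hochberg adjustment, over genes with a mean of at least 10 in the samples compared.

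*Smad2* (ENSMUSG00000024563), on chromosome 18 of GRCm38 from 76241580 to 76310963, had a normalized count of 1171 ± 149 (SD, n = 3) in control + vehicle and 875 ± 43.8 (SD, n = 4) in *Smad2/3* cKO organoids. Its log2 fold change of −0.41 (standard error 0.14) had an adjusted p of 0.0656 from limma. *Smad3* (ENSMUSG00000032402), on chromosome 9 from 63646767 to 63757994, had 1624 ± 107 in control + vehicle and 1576 ± 333 in *Smad2/3* cKO organoids, a difference smaller than the spread between replicates (log2 fold change −0.07, adjusted p = 0.827). These values cover each whole gene, and the deleted exons cannot be told from the rest.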

Differential gene expression was calculated between the groups as follows, (1) control + A83-01 vs. control + vehicle, or (2) *Smad2/3* cKO vs. control + vehicle, using a cutoff of >1.4-fold change, <0.714-fold change, and 0.01 false discovery rate (FDR). 

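In comparison (1), control + A83-01 vs. control + vehicle, 13009 genes were tested and 155 were higher and 140 lower at these thresholds. Every one of these 295 genes had samples that did not overlap between the groups, as did 21.7% of the genes tested, where chance gives 5.71%. With the replicate number as a block, in which control + A83-01 replicate 4 had no partner, 211 genes were higher and 188 lower, and 246 of the 295 genes were among them. The count fell furthest, to 49 genes, when control + vehicle replicate 2 was left out. *Cuzd1* (ENSMUSG00000040205) rose from 23.8 ± 9.81 normalized counts (SD, n = 3) to 7120 ± 2145 (SD, n = 4), a log2 fold change of 8.21 (standard error 0.33, adjusted p = 1.83e-05 from limma, and 9.41e-05 with the block). *Akr1b7* and *Nptx1* rose by 8.47 and 7.34 on the log2 scale (adjusted p = 0.000549 and 0.00216). *Car4* was listed at 0, 0 and 1.78 in the control + vehicle samples and at 452 to 3832 with A83-01. Fibronectin 1, *Fn1* (ENSMUSG00000026193), on chromosome 1 of GRCm38 from 71585520 to 71653200, fell from 3779 ± 1870 (SD, n = 3) to 9.81 ± 6.39 (SD, n = 4), a log2 fold change of −8.49 (standard error 0.53, adjusted p = 0.000106 from limma, and 0.000124 with the block). Other large falls included those of *Spink12* (log2 fold change −7.16), *Clic6* (−6.58) and *Slc6a2*, which was listed at 0 in all 4 A83-01 samples and at 95.3 to 136 in control + vehicle. The means of *Spink12* and *Clic6* with A83-01 (2.83 and 2.97) and of *Akr1b7* in control + vehicle (2.66) were too low to fix these sizes. Over the alternatives other than leaving out a sample, *Spink12* ran from −9.67 to −4.52, *Clic6* from −7.79 to −4.46 and *Akr1b7* from 6.36 to 9.79.

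In comparison (2), *Smad2/3* cKO vs. control + vehicle, 13149 genes were tested and 536 were higher and 434 lower. Each of these 970 genes had groups without overlap, as did 30.8% of the genes tested. Leaving out control + vehicle replicate 1 left 280 genes. *Nptx1* (ENSMUSG00000025582) rose from 16.6 ± 14.0 (SD, n = 3) to 4706 ± 1047 (SD, n = 4), a log2 fold change of 8.61 (standard error 0.69, adjusted p = 0.000204). *Cuzd1* rose by 7.93 on the log2 scale, while *Car4* and *Prss29* were at or near 0 in the control + vehicle samples and at 881 to 4468 and 188 to 6403 in *Smad2/3* cKO organoids. *Fn1* fell to 9.91 ± 10.1 (SD, n = 4), a log2 fold change of −9.06 (standard error 0.91, adjusted p = 0.000495). *Tmprss11d* had a log2 fold change of −7.75, and *Kcng1* and *Slc6a2* were listed at 0 in all 4 *Smad2/3* cKO samples. The mean of *Tmprss11d* in *Smad2/3* cKO organoids was only 1.16. Its log2 fold change ran from −9.71 to −5.12 over the alternatives other than leaving out a sample.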

Using these parameters, we identified that 569 genes were upregulated and 570 were downregulated in comparison (1) control + A83-01 vs. control + vehicle (Fig. 5a, b); while 912 genes were upregulated and 865 downregulated in comparison (2) *Smad2/3* cKO vs. control + vehicle organoids (Fig. 5a, c).

**Fig. 5:**
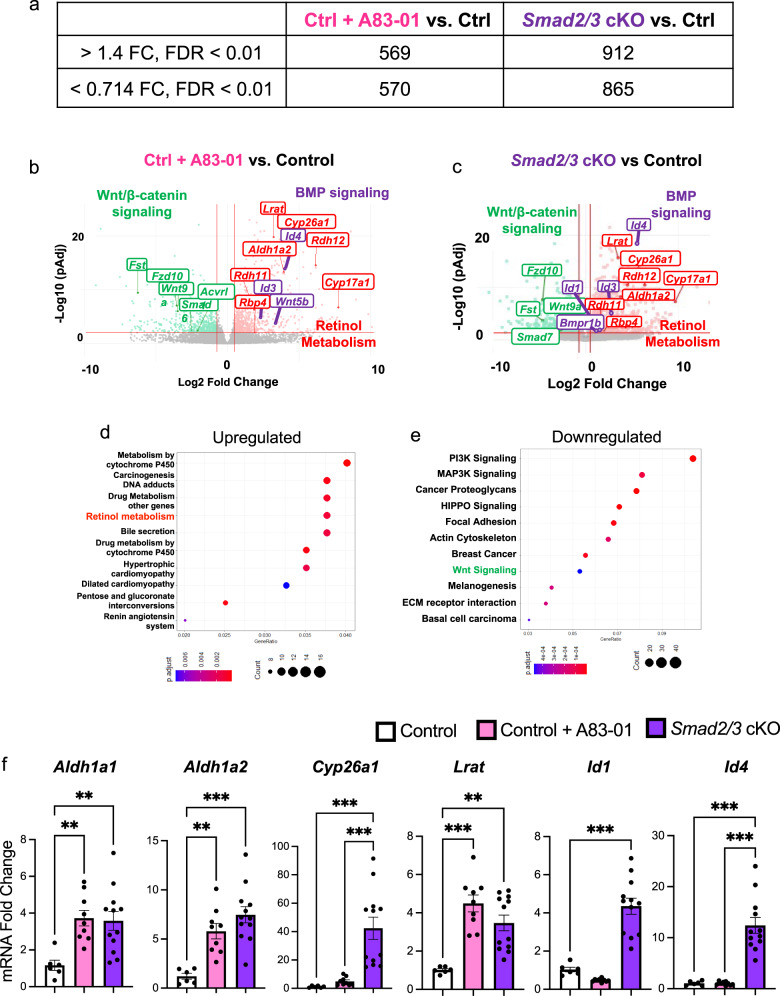
Gene expression profiling of endometrial organoids reveals that inhibition of SMAD2/3 signaling increases retinoid- and BMP-signaling pathways. RNA-sequencing of the endometrial epithelial organoids was performed to identify the gene expression differences between control and *Smad2/3* cKO organoids. **a** Differentially expressed genes identified by RNAseq between the various organoid groups (Control + A83-01 vs. Control and *Smad2/3* cKO vs. Control). **b**, **c** Volcano plots highlighting gene-level differences identified by RNAseq between Control + A83-01 vs. Control (**b**) and *Smad2/3* cKO vs. Control (**c**) organoids. RNAseq data represent differentially expressed genes from four different mice per group, >1.4 fold or <0.714 fold change, FDR < 0.01. **d**, **e** Gene ontology analyses of overexpressed genes in *Smad2/3* cKO organoids indicates that “Retinol Metabolism” pathway genes are overrepresented in *Smad2/3* cKO organoids (**d**), while pathways related to “WNT/β-catenin” and are downregulated (**e**). **f** qPCR validation of differentially expressed genes identified by RNAseq in an independent set of organoids from Control, Control + A83-01, and *Smad2/3* cKO mice (*n* = 6, *n* = 9 and *n* = 12, per group, respectively). RNAseq was performed in organoids from four mice per group. Histograms represent mean ± SEM analyzed by an ordinary One Way ANOVA with Tukey multiple comparison post test.

Gene ontology analysis of upregulated genes in the *Smad2/3* cKO organoids showed enrichment of networks involved in retinol metabolism (*adj. p* = 1.01*10^*−3*^), such as lecithin retinol acyltransferase (*Lrat)*, cytochrome P450 family subfamily A member 1 (*Cyp26a1)*, and aldehyde dehydrogenase 1 family member A2 *(Aldh1a2)* (Fig. 5d and Supplementary Data 1). 

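*Lrat* (ENSMUSG00000028003) lies on chromosome 3 of GRCm38 from 82892579 to 82903973 and encodes the enzyme that stores retinol as retinyl esters. Its normalized count was 798 ± 352 (SD, n = 3) in control + vehicle and 8874 ± 2545 (SD, n = 4) in *Smad2/3* cKO organoids, a log2 fold change of 3.52 (standard error 0.29, adjusted p = 0.000245 from limma). *Cyp26a1* (ENSMUSG00000024987), on chromosome 19 from 37697798 to 37701536, encodes an enzyme that degrades retinoic acid and rose from 13.2 ± 9.01 to 300.5 ± 145, a log2 fold change of 4.43 (standard error 0.54, adjusted p = 0.00124). *Aldh1a2* (ENSMUSG00000013584), on chromosome 9 from 71215789 to 71296243, encodes a retinaldehyde dehydrogenase and rose from 779 ± 280 to 10463 ± 5902, a log2 fold change of 3.61 (standard error 0.47, adjusted p = 0.00156). All 4 *Smad2/3* cKO samples lay above all 3 control + vehicle samples for each of these genes. Leaving out each sample in turn kept the log2 fold change of *Lrat* between 3.30 and 3.85 and that of *Cyp26a1* between 4.15 and 4.91, while the adjusted p of *Aldh1a2* rose as high as 0.0104.

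The gene ontology was replaced by a list of 41 retinoid genes written from gene names, of which 27 were tested. Of these, 7 were among the genes higher in *Smad2/3* cKO organoids, a share of 25.9% against 4.03% of the other genes tested (odds ratio 8.33, confidence interval 2.96 to 20.6, two-sided Fisher's exact test p = 7.84e-05, adjusted p = 0.000392 over the 10 set tests made). Besides the genes above they were *Adh1*, *Dhrs3*, *Rdh11* and *Rdh12*. The list holds genes that the paper names or marks for these same samples, among them *Lrat*, *Cyp26a1*, *Aldh1a2*, *Rdh11* and *Rdh12*. The enrichment is thus in part fixed by the choice of the list. *Rdh12* rose from 53.9 ± 28.6 to 4421 ± 3135 normalized counts (log2 fold change 6.27) and *Rdh11* from 2278 ± 370.8 to 7034 ± 2490 (log2 fold change 1.57, adjusted p = 0.00523). *Rdh10* was the 1 listed gene among those that were lower (log2 fold change −1.83, adjusted p = 0.00287). Leaving out each sample in turn gave exact p-values between 2.37e-06 and 0.000846 for the set. The set moved most under limma's camera test, which uses all genes in place of the calls. Its camera p of 0.0450, not adjusted over the set tests, lay just below the threshold of 0.05.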

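Of the genes for inhibitors of DNA binding, *Id4* (ENSMUSG00000021379), on chromosome 13 of GRCm38 from 48261228 to 48266026, changed most in the *Smad2/3* cKO organoids. It rose from 11.8 ± 6.86 normalized counts (SD, n = 3) in control + vehicle to 544 ± 247 (SD, n = 4), a log2 fold change of 5.47 (standard error 0.51, adjusted p = 0.000363 from limma). *Id3* (ENSMUSG00000007872), on chromosome 4 from 136143497 to 136145755, rose from 117 ± 44.6 to 786 ± 287, a log2 fold change of 2.75 (standard error 0.34, adjusted p = 0.00137). *Id1* (ENSMUSG00000042745), on chromosome 2 from 152736251 to 152737410, rose from 379.7 ± 141 to 1038 ± 365, and all 4 *Smad2/3* cKO samples lay above all 3 control + vehicle samples. Its log2 fold change of 1.44 (standard error 0.33) had an adjusted p of 0.0169, above the threshold of 0.01. *Id2* did not differ by more than the spread between replicates (761 ± 116 against 691 ± 76.2, log2 fold change −0.13, adjusted p = 0.601). In a list of 26 BMP pathway genes, of which 18 were tested, *Id3* and *Id4* were the 2 higher genes (two-sided Fisher's exact test p = 0.165, adjusted p = 0.324 over the 10 set tests). Among inhibitors of SMAD signaling, *Smad6* and *Smad7* had log2 fold changes of −1.74 and −2.67 (adjusted p = 0.0177 and 0.0196), and follistatin, *Fst*, fell from 603 ± 506 to 24.3 ± 17.0 (log2 fold change −4.47, adjusted p = 0.00239).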

We also observed that BMP-activated genes, inhibitor of DNA binding 1 (*Id1*), inhibitor of DNA binding 3 (*Id3)* and inhibitor of DNA binding 4 (*Id4*) were upregulated in the organoids of *Smad2/3* cKO mice (Fig. 5c). This suggests that the decreased SMAD2/3 signaling in the *Smad2/3* cKO organoids led to unopposed BMP/SMAD1/5 signaling, as has been described in other systems^32–35^. 

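*Wnt9a* (ENSMUSG00000000126), on chromosome 11 of GRCm38 from 59306928 to 59333552, fell from 168 ± 41.1 normalized counts (SD, n = 3) in control + vehicle to 26.5 ± 18.0 (SD, n = 4) in *Smad2/3* cKO organoids. Its log2 fold change was −2.80 (standard error 0.51, adjusted p = 0.00670 from limma). *Fzd10* (ENSMUSG00000081683), on chromosome 5 from 128600844 to 128604093, fell from 214 ± 72.6 to 8.58 ± 5.35, a log2 fold change of −4.77 (standard error 0.71, adjusted p = 0.00300), and *Smad2/3* cKO replicate 1 was at 0.952. *Fzd1*, *Fzd2*, *Fzd3* and *Fzd7* were lower on average without passing the threshold of 0.01. *Fzd1* (ENSMUSG00000044674) fell from 478 ± 111 to 232 ± 59.8 (log2 fold change −1.05, standard error 0.27, adjusted p = 0.0263) and *Fzd7* (ENSMUSG00000041075) from 80.2 ± 5.87 to 24.1 ± 13.0 (log2 fold change −1.81, standard error 0.45, adjusted p = 0.0232). For both, all 4 *Smad2/3* cKO samples lay below all 3 control + vehicle samples. *Fzd3* (ENSMUSG00000007989) fell from 167 ± 80.8 to 54.9 ± 69.2 (log2 fold change −2.19, standard error 0.77, adjusted p = 0.0779), and *Smad2/3* cKO replicate 4, at 158, lay within the control range. *Fzd2* had 17.9 ± 9.57 and 5.11 ± 4.08 (log2 fold change −1.94, standard error 0.93, adjusted p = 0.179).

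A list of 90 WNT pathway genes was written from gene names, and 61 of them were tested. Of these, 8 were among the genes lower in *Smad2/3* cKO organoids, a share of 13.1% against 3.25% of the other genes (odds ratio 4.49, confidence interval 1.83 to 9.57, two-sided Fisher's exact test p = 0.000839, adjusted p = 0.00210 over the 10 set tests). They were *Ccnd2*, *Fzd10*, *Myc*, *Ror2*, *Tcf7*, *Tcf7l1*, *Vangl2* and *Wnt9a*. Of these, *Fzd10* and *Wnt9a* are genes that the paper names from these same samples. Leaving out control + vehicle replicate 1 or 2 left only 74 and 77 lower genes in all. The WNT set was not enriched among them (Fisher's exact p = 0.288 and 0.293). So few calls leave the test little power, so these fits do not tell whether the enrichment was lost. *Wnt5b* was the 1 listed gene that was higher, with 14.6 ± 8.52 normalized counts in control + vehicle and 299 ± 279 in *Smad2/3* cKO organoids (log2 fold change 4.08, standard error 0.70, adjusted p = 0.00517).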

Gene ontology of downregulated genes showed that genes in the WNT signaling pathway were overrepresented (adj. *p* = 4.79*10^−4^) (Fig. 5e, Supplementary Data 1), including genes such as Wnt family member 9a (*Wnt9a)* and the frizzled class receptor-1, −2, −7 and −10 (*Fzd1, Fzd3, Fzd7, Fzd10*) (Fig. 5e). Similar gene ontology groups were identified when we compared upregulated genes in control + A83-01 vs. control + vehicle organoids (Supplementary Data 1).

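For control + A83-01 vs. control + vehicle, 26 genes of the retinoid list were tested and 5 were among the higher genes, a share of 19.2% against 1.16% of the other genes (odds ratio 20.4, confidence interval 5.91 to 56.4, two-sided Fisher's exact test p = 1.21e-05, adjusted p = 0.000121 over the 10 set tests). They were *Aldh1a2*, *Cyp26a1*, *Lrat*, *Rdh11* and *Rdh12*, and with the replicate number as a block the exact p was 5.33e-05. All 5 are among the genes the paper names or marks for these same samples, so this enrichment is not an independent test. Of the WNT list, 58 genes were tested and 5 were among the lower genes (*Fzd10*, *Fzd3*, *Ror2*, *Tcf7l1* and *Wnt9a*), a share of 8.62% against 1.04% (odds ratio 8.95, exact p = 0.000389, adjusted p = 0.00130). With the block 7 WNT genes were lower and the exact p was 1.90e-05. The WNT list also holds genes that the paper names from these samples, *Fzd3*, *Fzd10* and *Wnt9a* among them. Without control + vehicle replicate 1 or 2, no WNT gene passed the thresholds for lower genes. Only 15 and 12 genes in all passed them there, too few to test the set. Of 18 BMP genes tested, *Id4* alone was higher (exact p = 0.194).

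Of the 12882 genes tested in both comparisons, 256 passed the thresholds in both, which is 86.8% of the 295 genes changed by A83-01. Of these, 144 were higher in both, 112 were lower in both and 0 changed in opposite directions (two-sided Fisher's exact test, odds ratio 111, p = 7.91e-257). With the block in both fits, 144 genes passed in both. In comparison (2) the block joins mice of different genotypes, whose same-numbered samples resembled each other little (mean r 0.0583). The count of 144 thus does not rest on matched samples in that comparison. Across genes, which are not independent replicates, the log2 fold changes of the comparisons had a Pearson r of 0.874 and a Spearman rho of 0.795. Both comparisons use the same 3 control + vehicle samples, and in the 6 ways of giving each comparison control samples of its own r was between 0.545 and 0.766.

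**Figure D1:**
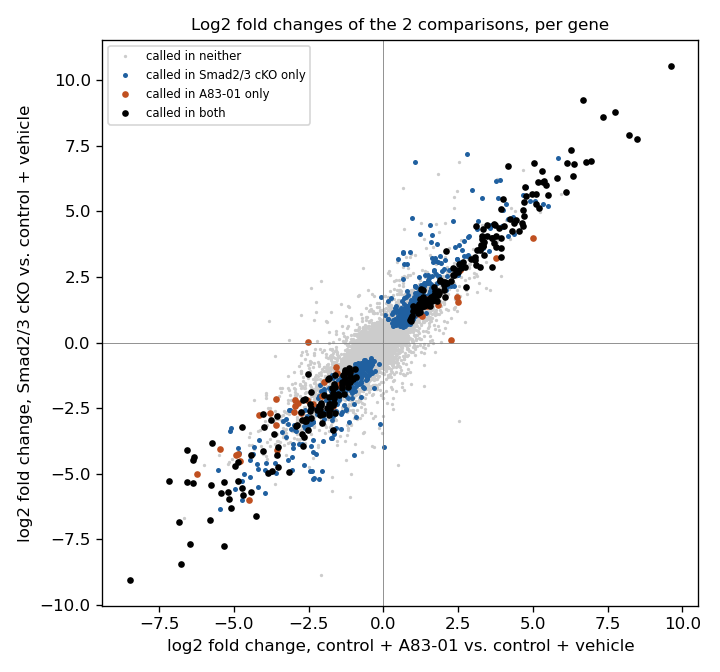
Log2 fold change of each tested gene in control + A83-01 vs. control + vehicle organoids (horizontal axis) and in *Smad2/3* cKO vs. control + vehicle organoids (vertical axis), 1 point per gene. Black points mark the 256 genes past the thresholds in both comparisons, orange the 39 in A83-01 only, blue the 703 in *Smad2/3* cKO only and grey the rest; the black points lie in the lower left and upper right quadrants.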

Differentially expressed genes involved in retinol metabolism (*Aldh1a1, Aldh1a2, Cyp26a1* and *Lrat)* and BMP signaling (*Id1* and *Id4*), were validated in a separate set of endometrial organoids using quantitative real time PCR (qPCR) and shown to be upregulated in the organoids from *Smad2/3* cKO mice (Fig. 5f). Hence, using endometrial epithelial organoids, we found that genetic or pharmacological suppression of SMAD2/3 signaling altered pathways that control retinoid metabolism, BMP and WNT signaling in endometrial organoids.

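In control organoids grown with A83-01, *Lrat* reached 7392 ± 2374 normalized counts (SD, n = 4), a log2 fold change of 3.23 against control + vehicle (standard error 0.34, adjusted p = 0.00140 from limma). With the replicate number as a block its log2 fold change was 3.15 (adjusted p = 0.000409). *Cyp26a1* reached 329 ± 102 (log2 fold change 4.66, adjusted p = 0.00105, and 0.00110 with the block) and *Aldh1a2* 11862 ± 3624 (log2 fold change 3.94, adjusted p = 0.000312, and 0.000164 with the block). Of the BMP-activated genes, *Id4* reached 190 ± 68.2 (log2 fold change 4.00, standard error 0.52, adjusted p = 0.00327, and 0.00225 with the block). *Id3* reached 566 ± 247, and its log2 fold change of 2.20 had an adjusted p of 0.0233, which became 0.00577 with the block. *Id1* reached 670.3 ± 220, and control + A83-01 replicate 2, at 398, lay within the control + vehicle range (log2 fold change 0.82, adjusted p = 0.198, and 0.0587 with the block). *Wnt9a* fell to 15.2 ± 10.2 (log2 fold change −3.57, adjusted p = 0.00711, and 0.00687 with the block) and *Fzd10* to 18.2 ± 6.68 (log2 fold change −3.53, adjusted p = 0.00350, and 0.00572 with the block). *Fzd3* fell to 26.2 ± 5.67 (log2 fold change −2.55), with an adjusted p of 0.00886 that became 0.0130 with the block. *Fzd1* and *Fzd7* had log2 fold changes of −1.22 and −2.18 (adjusted p = 0.0647 and 0.0536, and 0.0359 and 0.0193 with the block). *Smad7* fell to 15.1 ± 4.01 (log2 fold change −3.79, adjusted p = 0.00132, and 0.00280 with the block).

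In its RNA-seq the paper finds retinoid metabolism enriched among the higher genes and WNT signaling among the lower genes of *Smad2/3* cKO organoids, and similar groups among the genes higher with A83-01. For BMP signaling it takes from the RNA-seq the rise of single *Id* genes, from which it proposes that BMP/SMAD1/5 signaling was left unopposed. With quantitative PCR of retinoid and *Id* genes in other organoids, it concludes that loss or inhibition of SMAD2/3 signaling altered these pathways.

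**Figure D2:**
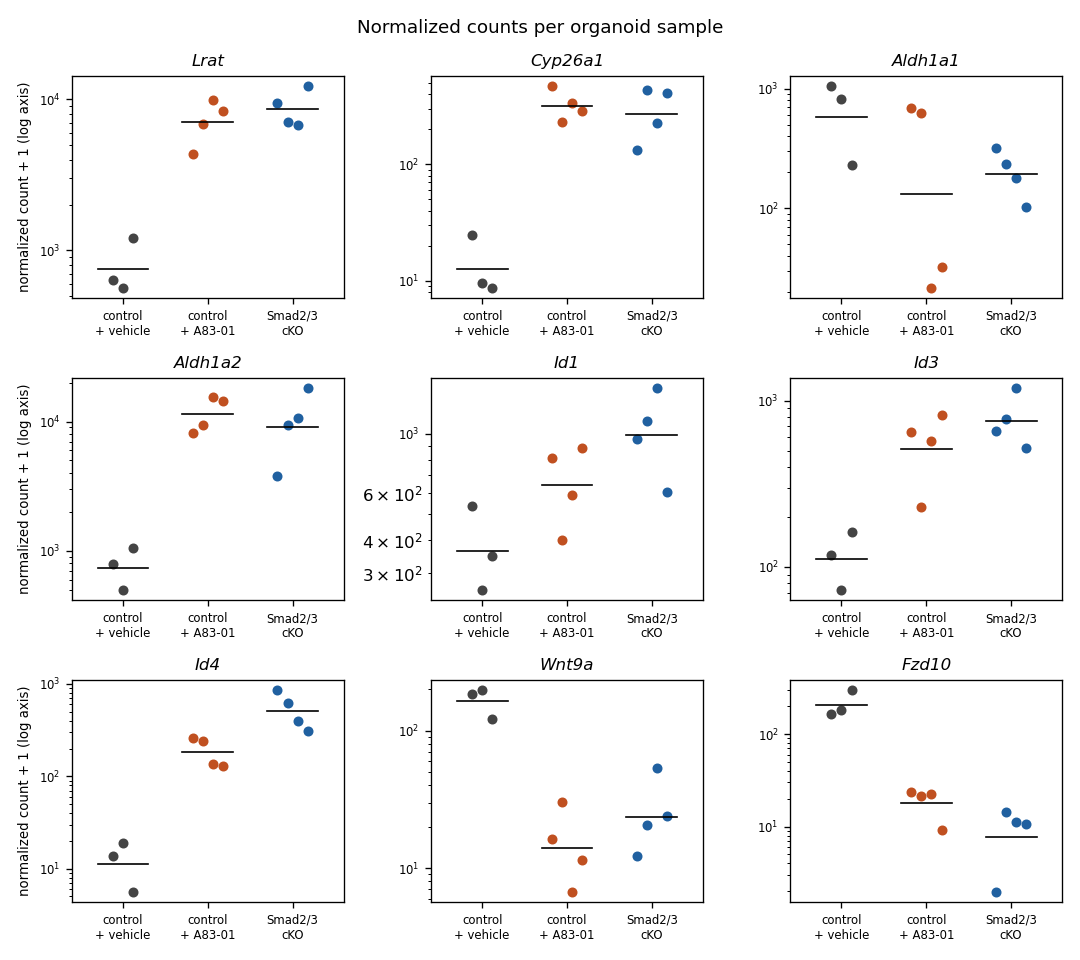
Normalized count plus 1 on a log axis for 9 genes in control + vehicle (n = 3), control + A83-01 (n = 4) and *Smad2/3* cKO organoids (n = 4), with 1 point per sample and a line at the geometric mean. For *Lrat*, *Cyp26a1*, *Aldh1a2*, *Id3*, *Id4*, *Wnt9a* and *Fzd10* no sample of either treated group lies within the control + vehicle range, while *Id1* with A83-01 and *Aldh1a1* overlap it.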

### Genome-wide SMAD4 binding in endometrial organoids reveals altered signaling response in *Smad2/3* cKO organoids

Our genetic mouse models and organoid studies indicate that perturbed TGFβ pathways control endometrial cell division and organization in the mouse uterus through the control of RA, WNT, and BMP-related gene expression. To investigate the molecular mechanism of TGFβ signaling at the chromatin level, we examined the genomic impact of conditional ablation of SMAD2/3 in the epithelium (Fig. 6). We performed Cleavage Under Targets and Release Using Nuclease (CUT&RUN)^36^ of SMAD4 on organoids derived from *Smad2/3* cKO and control mice (Fig. 6a). SMAD4 is the common SMAD that is recruited to DNA by activated pSMAD2/3 or pSMAD1/5^37^. We hypothesized that SMAD4 binding in the epithelial organoids from control mice would be representative of both TGFβ/Activin/SMAD2/3/4 and BMP/SMAD1/5/4 events, while SMAD4 binding in the *Smad2/3* cKO mice would represent genomic binding events dictated only by BMP/SMAD1/5/4 signals.

**Fig. 6:**
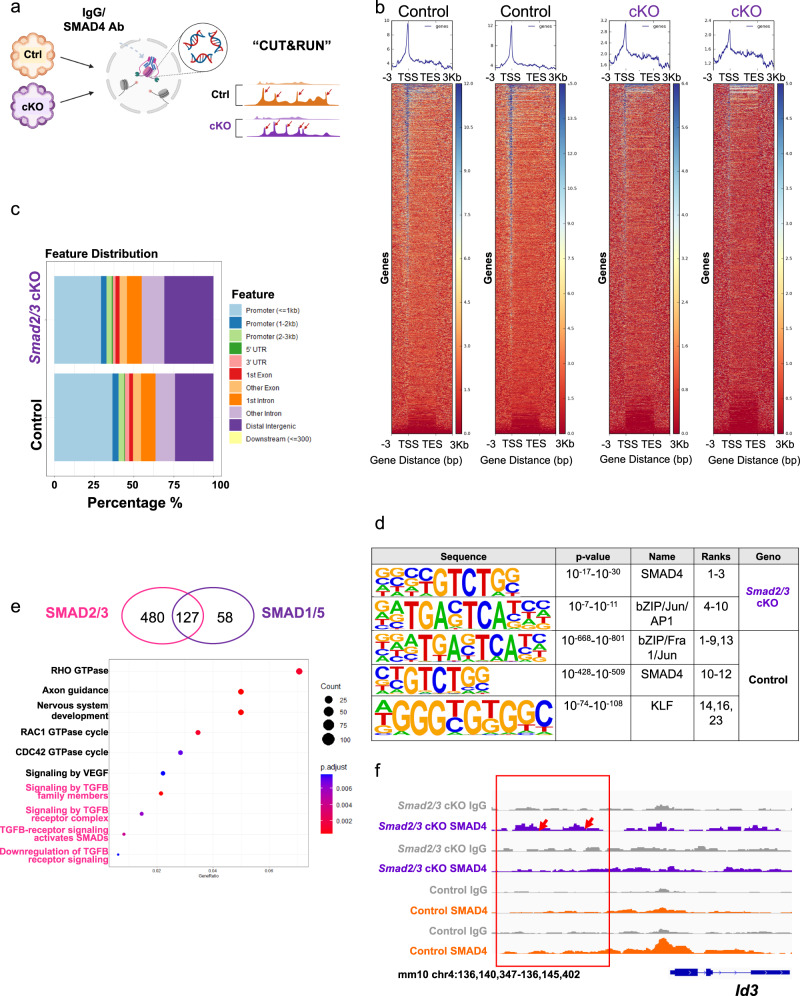
Analysis of SMAD4 binding in endometrial organoids reveals differential binding across the genome. **a** Diagram outlining the procedures used to identify SMAD4-bound genes in organoids from Control and *Smad2/3* cKO mice using CUT & RUN. **b** Heatplot showing the SMAD4 signal distribution across the transcriptional start site (TSS) and transcriptional end site (TES) in Control and *Smad2/3* cKO organoids. As expected, the SMAD4 signal in the *Smad2/3* cKO organoids was decreased when compared to the SMAD4 signal in Control organoids. **c** Feature distribution comparison between the SMAD4 binding sites in Control and *Smad2/3* cKO organoids. **d** Motif sequence analyses in the SMAD4-bound regions in Control and *Smad2/3* cKO organoids. **e** Differentially bound SMAD4 genes in Control (representing SMAD2/3 targets) and *Smad2/3* cKO organoids (representing SMAD1/5 targets) and the gene ontology analysis of the differentially bound genes in Control organoids. **f** Genome track screenshot showing increased SMAD4 enrichment in the upstream promoter region of the BMP-target gene, *Id3*, in *Smad2/3* cKO organoids when compared to Control organoids. CUT & RUN experiments were performed in the organoids from >3 mice per genotype, analyzed and sequenced as duplicates.

We visualized the SMAD4 CUT&RUN binding sites over the transcription units as shown in Fig. 6b and found that SMAD4 signals are enriched near the transcription start sites in both control and *Smad2/3* cKO groups. Further genomic annotation confirmed the distribution of SMAD4 peaks is clustered toward the ±3 kb region surrounding promoters (Fig. 6c), which is consistent with the canonical role of SMAD4 as the common transcription factor facilitating TGFβ signal transduction^37^. As expected, organoids from *Smad2/3* cKO mice displayed fewer SMAD4 binding sites (Control 31080 vs. *Smad2/3* cKO 859).

We also analyzed the DNA motifs enriched in SMAD4 CUT&RUN peaks (Fig. 6d). We observed well-annotated GTCTG Smad binding elements ranked highly in our results. Motif sequences were also enriched for bZIP-Jun family transcription factors, validating the interaction of SMAD4 and Jun family proteins^38^. Interestingly, our analysis indicated that the DNA sequences representing Krüppel-like Factor (KLF) transcription factors are only enriched in the SMAD4 binding sites in the control but not *Smad2/3* cKO organoids, suggesting that regulatory networks of KLF and TGFβ pathways play an important role in maintaining the homeostasis in the endometrium.

We correlated SMAD4 binding events with changes in gene expression from our RNAseq analyes and found that 607 genes which had decreased expression in *Smad2/3* cKO vs. control organoids, could be classified as direct SMAD2/3 target genes (Fig. 6e and Supplementary Data 2). 

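The 607 entries listed as SMAD2/3 targets in Supplementary Data 2 name 606 different genes, of which 597 were tested in *Smad2/3* cKO vs. control + vehicle organoids. All 597 had a log2 fold change below 0, with a median of −1.18 and a range from −8.44 to −0.21. Past a fold change of 0.714 and an adjusted p of 0.01 over all genes there were 186, and with the adjustment over the list alone there were 406. The medians of 10000 random lists of genes with matched mean expression lay between −0.09 and 0.11. Because the list was drawn from these RNA-seq samples for decreased expression, its direction, these counts and its distance from random lists were fixed in advance and test nothing further. The largest fall in the list was that of *Myo3b* (ENSMUSG00000042064), from 1826 ± 505 normalized counts (SD, n = 3) to 7.48 ± 9.00 (SD, n = 4), with a standard error of 0.86 on the log2 scale and an adjusted p of 0.000563 from limma. With A83-01 in control organoids, 594 of the 598 listed genes tested had a log2 fold change below 0 (median −0.82) and 62 were past the thresholds, against the same 3 control + vehicle samples from which the list was drawn. The SMAD4 binding events were not analysed here.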

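Of the genes classified from SMAD4 binding in *Smad2/3* cKO organoids, 183 were tested in *Smad2/3* cKO vs. control + vehicle organoids. All 183 had a log2 fold change above 0, with a median of 1.06 and a range from 0.32 to 8.80. Past a fold change of 1.4 and an adjusted p of 0.01 over all genes there were 66, and over the list alone 134. Random lists with matched mean expression had medians between −0.18 and 0.20. This list too was drawn from these samples, for increased expression, so its direction was fixed in advance. The largest rise was that of *Slc46a2* (ENSMUSG00000028386), from 1.78 ± 1.78 normalized counts (SD, n = 3) to 1111 ± 502 (SD, n = 4), with a standard error of 0.55 on the log2 scale and an adjusted p of 6.78e-05 from limma. With A83-01 in control organoids, 176 of the 177 listed genes tested were above 0 (median 0.76) and 13 were past the thresholds, again against the same control + vehicle samples. The lists of SMAD2/3 and SMAD1/5 targets shared 0 genes.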

Alternately, 185 genes which had increased expression in *Smad2/3* cKO vs. control organoids and a SMAD4 binding event could be classified as SMAD1/5 target genes (Fig. 6e and Supplementary Data 2). Gene ontology analysis of the 4587 (FDR < 0.05) differentially bound peaks between control and *Smad2/3* cKO organoids confirmed that 4/10 top GO categories showed enrichment in TGFβ related pathways (Fig. 6e).

We also performed enrichment analysis of the 607 unique SMAD2/3 target genes and the 185 SMAD1/5 target genes to further characterize the gene-level differences between SMAD4 binding in control and *Smad2/3* cKO organoids (Supplementary Fig. 6 and Supplementary Data 2). These analyses showed that genes with SMAD4 binding sites in the control organoids regulate pathways related to proteoglycan signaling, MAPK signaling and tight junction assembly (Supplementary Fig. 6). Genes with SMAD4 binding sites in the *Smad2/3* cKO organoids also not only control pathways related to MAPK signaling, but also display unique categories, such as cellular senescence and osteoclast differentiation (Supplementary Fig. 6). Thus, the gene expression programs directed by SMAD4 binding were different in control and *Smad2/3* cKO organoids. As an example of the differential regulation between control and *Smad2/3* cKO organoids, we demonstrated that the upstream promoter region of *Id3* showed SMAD4 enrichment in the *Smad2/3* cKO organoids when compared to control organoids, suggesting that the absence of TGFβ/Activin/SMAD2/3/4 signaling activates the BMP/SMAD1/5/4 axis (Fig. 6f).

### Ablation of SMAD2/3 signaling perturbs retinoid metabolism, BMP signaling and regeneration in the endometrium

We identified that conditional ablation of SMAD2 and SMAD3 signaling in endometrial organoids increased expression of retinoid metabolism genes and BMP-regulated genes (Fig. 7). 

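Other genes of retinoid metabolism did not all rise in the *Smad2/3* cKO organoids. *Aldh1a1* (ENSMUSG00000053279), on chromosome 19 of GRCm38 from 20492715 to 20643465, had 698 ± 423 normalized counts (SD, n = 3) in control + vehicle and 207 ± 90.3 (SD, n = 4) in *Smad2/3* cKO organoids. Its log2 fold change of −1.60 (standard error 0.54) had an adjusted p of 0.0716 from limma, and control + vehicle replicate 3, at 229, lay within the range of the *Smad2/3* cKO samples. Its paralog *Aldh1a7*, with which reads can be shared, had 39.6 ± 17.2 and 22.2 ± 18.7 (log2 fold change −1.09, adjusted p = 0.335). *Aldh1a3* (ENSMUSG00000015134), on chromosome 7 from 66390890 to 66427517, fell from 398 ± 213 to 52.3 ± 33.7, and all 4 *Smad2/3* cKO samples lay below all 3 control + vehicle samples (log2 fold change −2.97, standard error 0.63, adjusted p = 0.0124). *Rbp4* (ENSMUSG00000024990), on chromosome 19 from 38116629 to 38125281, rose from 23.3 ± 17.2 to 87.3 ± 15.3 (log2 fold change 2.06, standard error 0.48, adjusted p = 0.0183). *Cyp17a1*, which is not in the retinoid list, was at 0 in all 3 control + vehicle samples and at 136 ± 95.3 in *Smad2/3* cKO organoids (adjusted p = 0.000363). Of the receptors that act upstream of SMAD1/5, *Bmpr1b* rose from 154 ± 19.7 to 336 ± 120 (log2 fold change 1.04, adjusted p = 0.0597) and *Acvrl1* fell from 562 ± 253 to 121 ± 71.6 (log2 fold change −2.27, adjusted p = 0.0150).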

The ALDH1A1, ALDH1A2, and ALDH1A3 enzymes catalyze the oxidation of retinaldehyde into retinoic acid and are considered markers of adult stem cells in many tissues^39^. We verified their expression in uterine cross-sections from control and *Smad2/3* cKO mice and observed that ALDH1A1 and ALDH1A3 strongly localized to the crypts of the endometrial glands (Fig. 7a–d, i–l), while ALDH1A2 localized to the stroma of the endometrium with strong sub-epithelial expression (Fig. 7e–h). Similar expression patterns in the glandular crypts have been observed for ALDH1A1 and ALDH1A2 in the adult mouse uterus^40^, while the neonatal uterine epithelium has been found to ubiquitously express ALDH1A1^41^. This dynamic pattern of expression (ubiquitous in the neonatal uterus vs. restricted to the endometrial crypts of adults) was previously reported for the leucine rich repeat containing G protein coupled receptor, LGR5, a marker of endometrial stem/progenitor cells in the endometrium^42^. At the mRNA level, we found that compared to control uterine epithelium, there was a trending increase in *Aldh1a1, Aldh1a2, Aldh1a3, Lrat* and *Rbp4* expression, and a significant increase in *Cyp26a1* expression in the uterine epithelium of *Smad2/3* cKO mice (Fig. 7u).

**Fig. 7:**
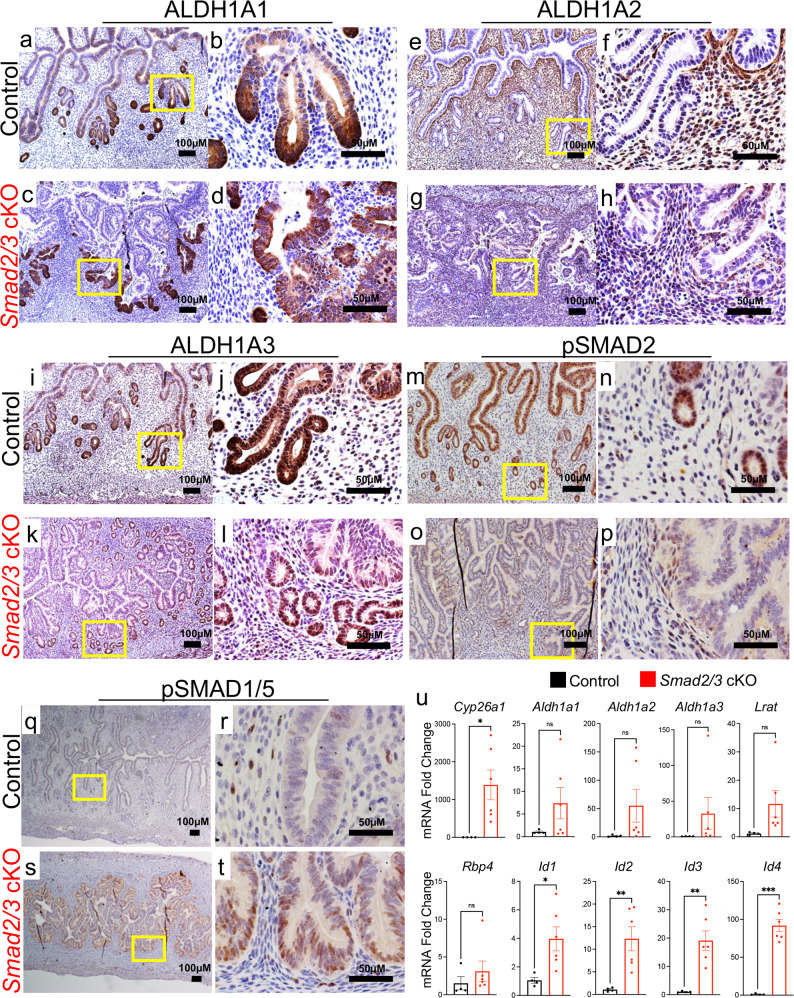
Detection of retinoid- and BMP-signaling pathways in control and *Smad2/3* cKO mice. **a**–**d** Cross-sections from 17-week-old control (**a**, **b**) and *Smad2/3* cKO (**c**, **d**) mice stained with ALDH1A1 antibody. ALDH1A1 is enriched in the crypts of the mouse endometrial glands. **e**–**h** ALDH1A2 IHC in the uteri of control (**e**, **f**) and *Smad2/3* cKO mice (**g**, **h**) ALHD1A2 is localized to the subepithelial stromal compartment. **i**–**l** ALDH1A3 IHC in control (**I**, **j**) and *Smad2/3* cKO (**k**, **l**) mice shows enrichment in the crypts of endometrial glands. **m**–**p** pSMAD2 IHC in control (**m**, **n**) and *Smad2/3* cKO (**o**, **p**) uterine cross-sections. Decreased pSMAD2 is observed in *Smad2/3* cKO mice. **q–t** pSMAD1/5 IHC in the uterine cross-sections of control (**q**, **r**) and *Smad2/3* cKO (**s**, **t**) mice shows increased pSMAD1/5 reactivity in the uteri of *Smad2/3* cKO mice. IHC experiments were performed in >3 mice per genotype. **u** Quantitative PCR analysis of uterine epithelium from control (*n* = 4) and *Smad2/3* cKO (*n* = 6) for genes involved in retinoid signaling (*Cyp26a1, Aldh1a1, -1a2, -1a3, Lrat*, and *Rbp4*) or BMP signaling (*Id1, Id2, Id3, Id4*). Histograms represent mean ± SEM analyzed by an unpaired two-tailed *t*-test.

We also analyzed the expression of active pSMAD2 and pSMAD1/5 on uterine cross-sections from control and *Smad2/3* cKO mice. Strong pSMAD2 expression was localized to the uterine epithelium with some positive staining in the stromal compartment in control mice (Fig. 7m, n), while the uteri of *Smad2/3* cKO mice was negative for pSMAD2 in the epithelium with a few positive cells in the stromal compartment (Fig. 7o, p), indicating effective deletion by *Ltf-*cre. Expression of pSMAD1/5, on the other hand, showed weak epithelial and stromal expression in the control uterus, but strong expression in the epithelium of the *Smad2/3* cKO mice (Fig. 7q–t). This correlated with elevated expression of the canonical BMP-activated genes, *Id1, Id2, Id3*, and *Id4* in the uterine epithelium of *Smad2/3* cKO uteri (Fig. 7u). These results suggest that the conditional SMAD2/3 inactivation in the mouse uterus leads to elevated BMP/SMAD1/5 signaling. This antagonistic mechanism between the TGFβ/SMAD2/3 and BMP/SMAD1/5 signaling pathways has been demonstrated in various other tissue systems and disease models^43–47^, and is consistent with our results from the endometrial organoids.

## Discussion

Regeneration and differentiation in the endometrium are driven by stem cells that are directed to divide and regenerate throughout the reproductive lifespan^1,4,48^. In primates, it has been hypothesized that these stem cells reside in the deep basalis endometrium, where they aid in the rapid regeneration of the endometrium following menstruation^48,49^. However, recent studies indicate that stem cells may be located throughout the endometrium, suggesting a more efficient approach to ensure the rapid regeneration following menstruation^50–52^. The growth factors and signaling pathways that direct the regeneration or differentiation of these stem cells are not yet well-characterized. Studies in endometrial epithelial organoids have indicated that the WNT/β−catenin and Notch signaling pathways are critical for controlling the stem-like state of endometrial stem/progenitors^7,8,50^. Our results indicate that ligands of the TGFβ family signaling via the SMAD2 and SMAD3 transcription factors are also critical mediators of endometrial renewal and homeostasis by controlling RA, BMP, and WNT signaling pathways (Fig. 8). In addition, we identified that ALDH1A1 and ALDH1A3 are putative markers of endometrial stem cells located in the crypts of the endometrial glands. However, further lineage tracing experiments and mechanistic studies are required to classify them as a true stem cell population.

**Fig. 8:**
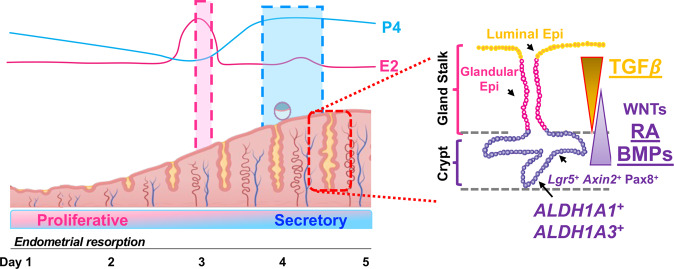
Schematic showing the effect of TGFβ signaling in endometrial cell regeneration and differentiation. Diagram indicating the dynamic remodeling of the endometrium throughout the estrous cycle, transitioning from a proliferative to a secretory state under the control of the steroid hormones, estrogen (E2) and progesterone (P4). The regenerative potential of the endometrium is controlled by the presence of endometrial *Lgr5*^*+*^*, Axin2*^*+*^, and *Pax8*^*+*^ stem cells, likely in the crypts of the uterine glands, with growth factors such as WNTs, controlling differentiation. Our results indicate that *Aldh1a1*^+^ and *Aldh1a3*^+^ cells are putative endometrial stem cells in the uterine glands that are controlled by TGFβ, BMP and retinoic acid (RA) signaling.

Although the mouse does not cyclically shed its endometrium through menstruation, it does undergo dynamic remodeling throughout the estrous cycle via endometrial resorption and in the post-partum phase, in which the entire endometrium is rapidly regenerated within 24–72 h^53–55^. During the post-partum period, endometrial repair in the mouse occurs via stromal-to-epithelial differentiation^54,56^, epithelial cell migration^54^, or recruitment of bone marrow-derived progenitor cells^57^. Various methods have been used to characterize the identity of mouse endometrial stem and progenitor cells, including label-retention^58^ and lineage tracing with genetic markers^42,59–61^. This is an active area of investigation, and future studies will likely reveal the identity, location, and signals controlling the fate of endometrial stem cells.

Pharmacological inhibition of TGFβ signaling is required for the regenerative potential of human endometrial mesenchymal stem cells^5,6^ and in human and mouse epithelial organoid cultures^7,8^. Similar to our findings in mouse epithelial organoids, sustained inhibition of TGFβ signaling with the ALK4/5/7 inhibitor resulted in elevated enrichment of retinoic acid signaling. These results indicate that the networks controlling endometrial regeneration are conserved between the endometrial stroma and epithelium. They also point to a critical role of retinoid signaling in the maintenance of stemness in the endometrium.

Our organoid studies also suggest a relationship between the TGFβ and WNT signaling pathways. Previous studies had shown that mouse endometrial organoids cultured under low WNT3a concentrations for 4 passages also developed the dense morphology that we observed^7^. This dense morphology could be restored to the round cystic morphology by increasing WNT3a concentration in the media. Given that these studies were performed in the presence of A83-01, and that our RNAseq studies identified a decrease in WNT signaling, it is likely that TGFβ activates WNT signaling to maintain the epithelial/progenitor cell state. Whether this signaling is occurring directly or indirectly via BMP or RA signaling remains to be determined.

In this study, we observed abnormal differentiation of the endometrium and transformation into endometrial cancer following conditional ablation of the downstream effectors of TGFβ signaling, SMAD2 and SMAD3. In addition to TGFβ, other ligands such as activin, nodal, and growth differentiation factors can stimulate signaling through SMAD2/3^9^. Identifying the ligands that are signaling via SMAD2/3 to promote epithelial cell homeostasis will be critical to our understanding of endometrial cell regeneration and differentiation. This could help guide future targeted therapies, given the prevalence of ACVR2A K437 frameshift mutations in endometrial tumors (Supplementary Fig. 1i).

Receptors of the TGFβ signaling family that can activate SMAD2/3 signaling include the type 1 receptors, ALK4/ALK5/ALK7 and the type 2 receptors, ACVR2A, ACVR2B, and TGFBR2^9^. We previously observed that conditional deletion of the TGFβ type 1 receptor, TGFBR1/ALK5, directed endometrial cell regeneration in the post-partum phase in mice^19^. It has also been shown that TGFBR1 and TGFBR2 control uterine development and endometrial integrity using an *Amhr2-*cre conditional model^12,62^. Given that TGFβ is the major ligand activating SMAD2/3 via TGFBR1 and TGFBR2^63^, it is likely that TGFβ plays a crucial role in endometrial regeneration. However, whether other ligands are implicated in this process remains to be identified.

We generated mouse models with single and double conditional inactivation of SMAD2 and SMAD3 using *Ltf-*cre, which is highly expressed in the uterine epithelium of adult mice^26^. Given that maximal *Ltf-*cre was observed at 60 days of age, we treated mice with estrogen at 21 days of age to induce cre recombination^26,64,65^. We found that while single *Smad2* cKO and *Smad3* cKO mice displayed normal uterine architecture, *Smad2/3* cKO mice developed tumors with lung metastases and died by ~9 months of age. We previously generated mice with conditional SMAD2/3 deletion using PR-cre (“SMAD2/3-PR-cre”) and also observed development of metastatic endometrial cancer^18^. However, the onset of hyperplasia and tumor development was more rapid in the SMAD2/3-PR-cre mice than in the SMAD2/3-*Ltf-*cre model presented here. We also observed differences in expression of the glandular epithelial marker, FOXA2^66^, where the SMAD2/3-PR-cre mouse line expressed higher levels of FOXA2 than age-matched controls but the SMAD2/3-*Ltf-*cre mice did not. This discrepancy in FOXA2 expression between the two mouse lines can be explained by the fact that the SMAD2/3-PR-cre mice developed endometrial hyperplasia much sooner (by 6 weeks of age) than the SMAD2/3-*Ltf-*cre mice (by 12 weeks of age), causing expression of FOXA2, a glandular marker, to appear more prominent than that of controls in the SMAD2/3-PRcre model. Furthermore, differences in the cell types expressing cre (stromal/epithelial in PR-cre vs. epithelial-specific in *Ltf*-cre), or the earlier onset of PR-cre recombinase activity compared to *Ltf*-cre, could also account for the differences noted in FOXA2 expression.

To determine whether the tumors were estrogen-dependent, we ovariectomized control and *Smad2/3* cKO mice and treated them with either a placebo or E2-releasing pellet. We found that only *Smad2/3* cKO mice with E2 pellets developed tumors. Because *Ltf-*cre activity is E2-dependent, we also tested the effect of E2 on tumor development independently of *Ltf-*cre by using adenoviral-mediated deletion of SMAD2/3. We found that only *Smad2*^flox/flox^*;Smad3*^flox/flox^ mice with intrauterine Ad-cre injection and E2-pellets developed tumors, confirming that E2 is necessary for tumor development in *Smad2/3* cKO mice.

*Ltf-*cre activity is also found in male reproductive tissues and in the esophagus, and in few cells of non-reproductive tissues^26^. Our survival analyses showed that most mice that perished displayed uterine masses; however, 4/18 mice did not, suggesting that death due to the deletion of SMAD2/3 in non-uterine tissues occurred in a few mice. This could be expected, given the relevance of TGFβ signaling in other organs^10^. To ensure that the lung nodules were of uterine origin and did not arise due to loss of SMAD2/3 in the lungs, we demonstrated that these metastatic lesions did not express TTF1, a lung-specific marker, and did express ERα.

Using SMAD4 CUT&RUN in endometrial organoids, we confirmed that the binding of SMAD4 was enriched near transcriptional start sites and that SMAD binding elements were enriched in the DNA sequences bound by SMAD4. Our SMAD4 CUT&RUN data also revealed key differences in the binding patterns of SMAD4 in the organoids from control and *Smad2/3* cKO mice. Firstly, we identified fewer SMAD4 binding sites in the *Smad2/3* cKO mice as well as decreased SMAD4 binding signal in the organoids from *Smad2/3* cKO. This was expected, given that the binding of SMAD4 in the organoids derived from *Smad2/3* cKO mice is driven only by the action of SMAD1/5. We also found that the while SMAD binding elements were enriched in both the binding sites from control and *Smad2/3* cKO organoids, KLF binding elements were enriched only in the organoids from *Smad2/3* cKO organoids. This suggests that the absence of SMAD2/3 alters SMAD4 transcriptional activity, leading to its enrichment in KLF-enriched motifs. Our studies in the mouse uterus previously identified SMAD4 enrichment in the promoter region of KLF transcription factor 15 (*Klf15)*, a key factor driving the anti-proliferative action of E2 in the uterus^11,67^. Thus, exploring additional interactions between SMAD4 and the KLF family of proteins may reveal clues about the shared activity of these pathways in the uterus.

Uncovering the pathways that underlie normal endometrial homeostasis and regeneration is critical for designing improved therapies that target endometrial pathologies. This is especially true for endometrial cancer, which displays a rapidly rising incidence in the United States and world-wide^68,69^. Approximately 65,000 women will be diagnosed with endometrial adenocarcinoma in 2022, leading to ~12,550 deaths^70^. Therefore, shedding light on the factors that control endometrial cell regeneration and differentiation will be key to improving gynecological health.

## Methods

### Animal ethics statement

All mouse handling and experimental studies were performed under protocols approved by the Institutional Animal Care and Use Committee of Baylor College of Medicine and guidelines established by the NIH Guide for the Care and Use of Laboratory Animals. All the mice were housed under standard conditions of a 12 h light/dark cycle in a vivarium with controlled ambient temperature (70 °C ± 2 °C and 20–70% relative humidity).

### Generation of *Smad2/3* cKO mouse lines

The Smad2/3 cKO mouse line was generated by using the Lactoferrin-iCre (*Ltf*-cre) LoxP system^26^. Briefly, *Ltf*-cre mice were bred to *Smad2*^flox/flox^;*Smad3*^flox/flox^ mice to generate *Smad2*^flox/flox^; *Smad3*^flox/flox^-*Ltf*-cre/+ males^15,25^. *Smad2*^flox/flox^;*Smad3*^flox/flox^ females were mated with *Smad2*^flox/flox^; *Smad3*^flox/flox^ -*Ltf*-cre/+ males to produce female offspring with the genotypes, *Smad2*^flox/flox^; *Smad3*^flox/flox^ (control) and *Smad2*^flox/flox^; *Smad3*^flox/flox^-*Ltf*-cre/+ (*Smad2/3* cKO) for the studies. Mouse genotyping was performed by using DNA extracted from 2 to 3 mm tail snips that were digested in 200 µl of 50 mM NaOH at 95 °C for 30 min, followed by addition 100 µl of 1 M Tris-HCl, pH 8 and centrifugation at maximum speed for 5 min. The isolated DNA (1–2 µL) was PCR amplified using the primer sequences listed in Supplementary Table 2.

### Surgeries and hormone treatments

Mice were administered with 2 doses of 100 ng of Estradiol (Sigma, dissolved in sesame oil) at the time of weaning (~21 and 22 days of age) to induce *Ltf*-cre activity^26^. All surgeries and hormone treatments were performed following IACUC-approved procedures. Six- to eight-week-old control and *Smad2/3* cKO mice were ovariectomized and implanted (s.c.) with placebo or estradiol pellets (17β-ESTRADIOL, 0.025 mg, 90 days, Innovative Research of America, NE-121).

### Deletion of SMAD2 and SMAD3 by adenoviral-cre intrauterine injections

Adenoviral-Empty and adenoviral-Cre were obtained from Advanced Technology Core at Baylor College of Medicine. Adult female *Smad2*^flox/flox^; *Smad3*^flox/flox^ mice were anesthetized with isoflurane and their ovaries were removed. Each uterine horn was then injected with 30 µL of either adenoviral-Empty or adenoviral-Cre (total 1.05 × 10^8^ pfu)^29,30^. Female mice were implanted with a placebo or estradiol pellet (17β-ESTRADIOL, 0.025 mg, 90 days, Innovative Research of America, NE-121) and collected after 90 days.

### Tissue collection for nucleic acid and protein analyses

Tissues were harvested immediately after euthanasia and fixed in 10% Formalin (Sigma) overnight at room temperature. The tissues were then switched to 70% ethanol and submitted for paraffin processing and embedding at the Human Tissue Acquisition and Pathology Core at Baylor College of Medicine. Tissues intended for protein or mRNA analysis were harvested and immediately frozen in dry ice until further extraction.

### Extraction of mRNA for analysis of gene expression

For mRNA extraction of isolated epithelium, frozen tissues were lysed with RLT buffer and processed following manufacturer’s procedures (RNeasy Micro Kit, Qiagen) using the DNase on column digest. Approximately 1 µg of mRNA was reverse transcribed into cDNA using qScript cDNA Supermix (Quanta Bio, 101414-106) and amplified using specific primers (listed in Supplementary Table 2). Primers were amplified using 2X SYBR Green Reagent (Life Technologies, 4364346) using a BioRad CFX384 Touch Real Time PCR Detection System. Data were analyzed using relative quantification, ΔΔCt^71^.

### Histological analyses and imaging

Tissues were then sectioned into 5 µm thick sections and used for histological stains or immunostaining with antibodies listed in Supplementary Table 3. For immunostaining and IHC, tissues were subjected to antigen retrieval in 10 mM Citrate Buffer with 0.5% Tween, pH 6.0 in a microwave for 20 min. Tissues were then incubated overnight at 4° with primary antibodies resuspended in 3% BSA followed by incubation with fluorophore-conjugated secondary antibodies (Alexa-Fluor-488 or Alexa-Fluor-594, Invitrogen) and mounted with Vectashield mounting medium (Vector Labs). For IHC, sections were incubated with biotinylated secondary antibodies followed by incubation with a signal amplification avidin/biotin complex (Vector Labs, PK-6100) and developed with DAB peroxidase substrate (Vector Labs, SK-4100). Sections were counterstained with Hematoxylin (Sigma), dehydrated, and mounted using Permount mounting medium (VWR). Peroxidase-labeled and H&E-stained slides were imaged using an Olympus BX41 light microscope and images were captured using a Nikon DS-Fi2. Fluorescently labeled slides were imaged at the Optical Imaging and Vital Microscopy Core Facility Laboratory at Baylor College of Medicine using an LSM880 confocal microscope.

### Epithelial cell isolation from the mouse uterus

Isolation of mouse uterine epithelium was performed by incubating 2–3 mm uterine fragments in 1% Trypsin (Sigma, T1426) dissolved in Hank’s Balanced Salt Solution for 60 min at 37° C followed by mechanical separation of the epithelial sheets from the uterus under a dissection microscope^72^. For mRNA or protein extraction, the uterine epithelial cells were immediately frozen in dry ice followed by downstream analysis. To generate endometrial organoids, the epithelium was mechanically separated from the uterus and further digested into single cells using a brief 3–5-minute mechanical dissociation in 2.5 mg/ml Collagenase (Sigma) and 2 µg/ml DNase. Once single cells were obtained, the epithelium was encapsulated in Matrigel as described in the section below.

### Generation of endometrial organoids

Endometrial organoids were established following the methods and culture conditions described by Boretto et al.^7^, with minor changes^72^. Specifically, once the isolated epithelium in a single cell suspension were obtained as described above, the cell pellets were encapsulated in ice-cold Matrigel (Corning, 354230) at a 1:20 ratio of cell pellet volume:Matrigel (i.e., a 10 µl cell pellet was resuspended in 200 µl Matrigel), and allowed to solidify at room temperature for 10 min in a 1.5 ml Eppendorff tube. Once the Matrigel was solid, a wide-bore 200 µl pipette was used to dispense 3–25 µl domes into a 12-well plate. The domes were allowed to settle for 10 min in the 37 °C tissue culture incubator and were then overlayed with 750 µl of Organoid Medium. Organoid medium was comprised of the following ingredients: Advanced DMEM/F12 (Life Technologies, 12634010), 1X N2 Supplement (Life Technologies, 17502048), 1X B-27 minus vitamin A (Life Technologies, 12587010), 100 µg/ml Primocin (Invivogen, ant-pm-1), 1.25mM N-Acetyl-L-cysteine (Sigma, A9165), 2mM L-Glutamine (Life Technologies, 25030024), 10 nM Nicotinamide (Sigma, N0636), 50 ng/ml recombinant human EGF (Peprotech, AF-100-15), recombinant human FGF-10 (Peprotech, 100-26), recombinant human HGF (Peprotech, 100-39), 10% of conditioned WNT3a medium, 10% conditioned R-Spondin medium, and 10% conditioned Noggin medium (obtained from the Center for Digestive Diseases Core Facility at Baylor College of Medicine). Media was prepared in the presence or absence of 500 nM A83-01 (Tocris, 2939), then sterile filtered and stored at 4 °C. Organoids were passaged by resuspending in ice-cold Advanced DMEM and centrifuged at 600 × *g* for 5 min for a total of three times. Organoids were mechanically dissociated after each centrifugation step by resuspending in 100 µl of Advanced DMEM, pipetting ~100 times through a 200 µl pipette tip, followed by addition of 5 ml of ice-cold Advanced DMEM. Once the Matrigel was visibly separated from the organoids, excess Matrigel was removed, and the organoids were resuspended in sufficient Matrigel to split the organoids 1:3 or 1:4 ratio.

### Analysis of endometrial organoids by RNA sequencing

Total mRNA was extracted from the endometrial organoids of 3–4 different mice per condition (3- control; 4-control + A83-01; 4- *Smad2/3* cKO) using the DirectZol kit from Zymo. RNA was ensured to have a high-quality RIN score and subjected to library preparation and sequencing using the Ultra-Low Input Library Preparation Kit (SMART Seq v4, Takara, Inc). Next Generation Sequencing was used to obtain ~20 million reads per sample using the Illumina Platform PE150 (Novogene, Inc). Reads were filtered, trimmed, and aligned to the mouse genome (build GRCm39) using Salmon 1.4.0. Differentially expressed genes were calculated using DEseq2 (version 1.32.0) with fold chance >1.4 and <0.714 and adjusted *p* value < 0.01 and visualized using ggplot2 (version 3.3.5). Gene ontologies of genes classified to be up- or downregulated were obtained using Sigterms v1^73^, adjusted p-values and visualizations were created using enrichplot (R package version 1.16.1)^74^. Sequencing data are available in the Gene Expression Omnibus (GSE212475).

### Western blotting

Isolated epithelium from control and *Smad2/3* cKO mice was frozen on dry ice and stored at −80 °C until lysis. Protein extraction was performed by lysing the epithelial tissue in T-PER (Pierce) supplemented with phosphatase and protease inhibitor. The tissue was lysed by vigorous vortexing (three times, for 30 s) with intermittent 5 min incubations on ice (3 min). Tissues were cleared by centrifugation at 14,000 *rpm* for 30 min at 4 °C in a tabletop centrifuge. The lysate was transferred to a clean tube, and protein concentration was determined using a BCA protein assay (Pierce). Approximately 20 µg of protein were subjected to SDS-PAGE on 4–16% polyacrylamide gels (Invitrogen) and transferred to nitrocellulose membranes using a semi-dry transfer system (Transblot Turbo, BioRad). The membranes were blocked in 5% milk in TBST and probed with SMAD2, SMAD3 and GAPDH antibodies (antibody information is listed in Supplementary Table 3). The uncropped blots are provided in Supplementary Fig. 2.

### SMAD4 genome-wide binding analysis using CUT&RUN

Mouse endometrial organoids were digested with 0.25% Trypsin for 10 min at 37 °C to get single cell suspension. Next, CUT&RUN procedure largely follows a previous protocol^36^. Briefly, around 500,000 cells were used per reaction and duplicates were used for each genotype. The cells were washed twice with 1 ml wash buffer (20 mM HEPES pH = 7.5, 150 mM NaCl, 0.5 mM Spermidine, 1X Roche complete protease inhibitor). 10 µl of concanavalin-coated beads (Bangs Labs BP531) were washed twice in Bead Activation Buffer (20 mM HEPES pH = 7.9, 10 mM KCl, 1 mM CaCl_2_, 1 mM MnCl_2_) for each reaction. Then, beads were added to cell resuspension and incubated for 10 min (min) at room temperature. After incubation, bead-cell complexes were resuspended in 100 µl Antibody Buffer (wash buffer + 0.01% digitonin + 2 mM EDTA) per reaction. 0.678 µg of IgG (Sigma) and SMAD4 (Abcam, ab40759) antibodies were added to each group respectively. After overnight incubation at 4 °C, bead-cell complexes were washed twice with 200 µl cold Dig-Wash buffer (Wash buffer + 0.01% digitonin) and resuspended in 50 µl cold Dig-Wash buffer with 1 µl pAG-MNase (EpiCypher, 15–1016) per reaction. After incubation at room temperature for 10 min, bead-cell complexes were washed twice with 200 µl cold Dig-Wash buffer and resuspended in 50 µl cold Dig-Wash buffer, then 1 µl 100 mM CaCl_2_ was added to each reaction. The mixture was incubated at 4 °C for 2 h and the reaction was stopped by adding 50 µl Stop Buffer (340 mM NaCl, 20 mM EDTA, 4 mM EGTA, 0.05% Digitonin, 100 µg/mL RNase A, 50 mg/mL glycogen, 0.5 ng E. coli DNA Spike-in (EpiCypher 18–1401)) and incubated at 37 °C for 10 min. The supernatant was collected and subjected to DNA purification with phenol-chloroform and ethanol precipitation. Sequencing libraries were prepared using NEBNext Ultra II DNA Library Prep Kit (NEB E7645) following manufacturer’s protocol.

Paired-end 150 bp sequencing was performed on a NEXTSeq550 (Illumina) platform. Raw data were de-multiplexed by bcl2fastq v2.20 with fastqc for quality control. Clean reads were mapped to reference genome mm10 by Bowtie2 (v2.2.7), with parameters of --end-to-end --very-sensitive --no-mixed --no-discordant --phred33 -I 10 -X 700. For Spike-in mapping, reads were mapped to E. coli genome U00096.3. Duplicated reads were removed, and only uniquely mapped reads were kept. Spike-in normalization was achieved through multiply primary genome coverage by scale factor (100000 / fragments mapped to E. coli genome). CUT&RUN peaks were called by MACS2 (v2.1.0) with the parameters of -f BAM -q 0.1 -n. Track visualization was done by bedGraphToBigWig^75^, bigwig files were imported to Integrative Genomics Viewer for visualization. For peak annotation, common peaks between duplicates were identified with ‘mergePeaks’ function in homer v4.11 and then genomic annotation was added by ChIPseeker^76^. Motif analysis was conducted through HOMER v4.11 on the merged peaks with parameter set as findMotifsGenome.pl mm10 -size 200 –mask. Integration of SMAD4 peaks with differentially expressed genes from the RNAseq analysis was performed using DiffBind with FDR < 0.05^77^. Sequencing data are available in the Gene Expression Omnibus (GSE212474).

### Analysis of TGFβ related mutations from the cBioPortal database

A dataset consisting of 6 independent studies, 902 samples, and 894 patients was profiled for the presence of mutations related to the TGFβ signaling pathway. The dataset was obtained from the cBioPortal^20,21^ and can be accessed at the following link: https://bit.ly/3Slqiw4.

### Statistics and reproducibility

Analyses were performed in >3 biological and technical replicates using Excel or GraphPad Prism. Figure 1b, c were analyzed an unpaired two-tailed *t*-test to determine differences between the means of *Smad2* and *Smad3* expression in the uterine tissues of control and *Smad2/3* cKO mice. Figure 5f was analyzed by an ordinary One Way ANOVA with Tukey multiple comparison post-test to identify the differences between the means of each group of organoids. Figure 7u was analyzed by an unpaired two-tailed *t-*test to identify the differences between the means of genes expressed in the uterus of controls vs. *Smad2/3* cKO mice. Schematic diagrams in Figs. 6, 8 and Supplementary Fig. 5 were generated using BioRender.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplemental Data 1

Supplemental Data 2

Supplemental Data 3

Reporting Summary

## Data Availability

Sequencing analyses are freely available and deposited in the Gene Expression Omnibus under accession number GSE212477 superseries or by request from the communicating author. Source data behind the graphs in the paper are included in Supplementary Data 3. All other data are available from the corresponding author (or other sources, as applicable) on reasonable request.

# Supplementary material for: SMAD2/3 signaling in the uterine epithelium controls endometrial cell homeostasis and regeneration
**Source:** Commun Biol. 2023 Mar 11;6:261. doi: 10.1038/s42003-023-04619-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1.

**Description:** Gene ontology analysis of differentially expressed genes in endometrial organoids from control, control + A83-01, and Smad2/3 cKO mice. Attached as an excel spreadsheet.

**File name:** Supplementary Data 2.

**Description:** SMAD4 bound genes that are up- or down-regulated in RNAseq datasets of control and Smad2/3 cKO organoids. 607 SMAD4-bound genes downregulated in Smad2/3 cKO vs control organoids (representing SMAD2/3 target genes) and 185 SMAD4-bound genes upregulated in Smad2/3 cKO vs. control organoids (representing SMAD1/5 target genes). Attached as an excel spreadsheet.

**File name:** Supplementary Data 3.

**Description:** The source data behind the graphs in the paper. Attached as an excel spreadsheet.

# Supplementary material for: SMAD2/3 signaling in the uterine epithelium controls endometrial cell homeostasis and regeneration
**Source:** Commun Biol. 2023 Mar 11;6:261. doi: 10.1038/s42003-023-04619-2
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | RNA Sequencing data are available in the Gene Expression Omnibus (GSE212475).<br>CUT and RUN: Sequencing data are available in the Gene Expression Omnibus (GSE212474).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Data analysis   | <p>RNAseq: Reads were filtered, trimmed, and aligned to the mouse genome (build GRCm39) using Slamon 1.4.0. Differentially expressed genes were calculated using DESeq2 (version 1.32.0) with fold change &gt; 1.4 and &lt; 0.714 and adjusted p-value less than 0.01 and visualized using ggplot2 (version 3.3.5). Gene ontologies of genes classified to be up- or downregulated were obtained using Sigterms v169, adjusted p-values and visualizations were created using enrichplot (R package version 1.16.1)70.</p> <p>CUT and RUN: Raw data were de-multiplexed by bcl2fastq v2.20 with fastqc for quality control. Clean reads were mapped to reference genome mm10 by Bowtie2 (v2.2.7), with parameters of --end-to-end --very-sensitive --no-mixed --no-discordant --phred33 -I 10 -X 700. For Spike-in mapping, reads were mapped to E. coli genome U00096.3. Duplicated reads were removed, and only uniquely mapped reads were kept. Spike-in normalization was achieved through multiply primary genome coverage by scale factor (100000 / fragments mapped to E. coli genome). CUT&amp;RUN peaks were called by MACS2 (v2.1.0) with the parameters of -f BAM -q 0.1 -n. Track visualization was done by bedGraphToBigWig71, bigwig files were imported to Integrative Genomics Viewer for visualization. For peak annotation, common peaks between duplicates were identified with 'mergePeaks' function in homer v4.11 and then genomic annotation was added by ChIPseeker72. Motif analysis was conducted through HOMER v4.11 on the merged peaks with parameter set as findMotifsGenome.pl mm10 -size 200 -mask. Integration of SMAD4 peaks with differentially expressed genes from the RNAseq analysis was performed using DiffBind with FDR&lt;0.0573.</p> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Sequencing analyses are freely available and deposited in the Gene Expression Omnibus under accession number GSE212477 superseries.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For our mouse studies, the sample size was determined based on a power analysis calculation that took into account various parameters, such as effect size, standard deviation, type 1 error and direction of effect. Because of the genetic nature of our animal studies, and the limitations based on sex and age, we also factored an expected attrition of animals in our breeding schemes. |
| Data exclusions | <input type="text" value="Not applicable"/>                                                                                                                                                                                                                                                                                                                                                     |
| Replication     | To verify the reproducibility of our studies, experiments were repeated in samples from various subjects and performed on different dates, often by different investigators.                                                                                                                                                                                                                    |
| Randomization   | Samples and organisms were separated into specific groups based on genotype. Because studies were investigating uterine function, only female mice were utilized.                                                                                                                                                                                                                               |
| Blinding        | Because the analysis was being performed on grouped mice according to genotype, and the differences in gene expression and histology were based on these genetic differences, blinding was not performed.                                                                                                                                                                                       |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

SMAD2, Cell Signaling #5339, WB 1:1000; SMAD3, Cell Signaling #9523, WB 1:1000, pSMAD2, Cell Signaling, 3108S, WB 1:200; SMA, Abcam #Ab5694, IHC 1:500; Progesterone Receptor, Cell Signaling #8757 IHC 1:200; FOXA2, Abcam #ab108422, IHC/IF 1:200; Era, Cell Signaling #13258S, IHC 1:200, TTF1, Abcam #Ab76013, IHC, IF 1:200; CDH1, Cell Signaling #3195S, IHC: 1:200; CK8, DSHB TROMA-I, IF 1:50; MUC1, Novusbio #NB120-15481, IHC 1:200; SMAD4, Abcam #Ab40759, 0.678µg/reaction; ALDH1A1, Abcam # Ab52492, IHC 1:50; ALDH1A2, Sigma #HPA010022, IHC 1:500; ALDH1A3, GeneTex #GTX110784, IHC 1:100; pSMAD1/5, Cell Signaling #9516, IHC 1:200

## Validation

- 1) SMAD2, Cell Signaling #5339, WB 1:1000; is validated by the manufacturer, is shown to be highly specific, and has 497 associated references
- 2) SMAD3, Cell Signaling #9523, WB 1:1000; is validated by the manufacturer for western blot and other applications and has 509 published references
- 3) pSMAD2, Cell Signaling, 3108S, WB 1:200; is validated by the manufacturer and has 701 references.
- 4) SMA, Abcam #Ab5694, IHC 1:500; This antibody is validated for various applications by the manufacturer and has 2188 citations in the literature.
- 5) Progesterone Receptor, Cell Signaling #8757 IHC 1:200; Is a validated antibody by the manufacturer for various applications. The antibody has 72 references.
- 6) FOXA2, Abcam #ab108422, IHC/IF 1:200; is validated by the manufacturer for various applications and has 65 associated citations.
- 7) Era, Cell Signaling #13258S, IHC 1:200; is validated for various applications by the manufacturer and has 28 associated citations.
- 8) TTF1, Abcam #Ab76013, IHC, IF 1:200; is validated for IHC and Western Blot by the manufacturer and has 110 published citations
- 9) CDH1, Cell Signaling #3195S, IHC: 1:200; is an antibody validated for various applications and has 2445 citations.
- 10) CK8, DSHB TROMA-I, IF 1:50; is validated for immunostaining by the manufacturer and has been widely used in the literature for many years.
- 11) MUC1, Novusbio #NB120-15481, IHC 1:200; this antibody is validate on the manufacturer's website for its use in IHC. It is listed on 10 publications.
- 12) SMAD4, Abcam #Ab40759, 0.678µg/reaction; SMAD4 antibody has been used for various applications and validated by the manufacturer. It has 136 citations.
- 13) ALDH1A1, Abcam # Ab52492, IHC 1:50; This antibody is validated for various applications on the website by the manufacturer and has 148 associated references.
- 14) ALDH1A2, Sigma #HPA010022, IHC 1:500; Is validated for IHC on the website and has been used in 34 publications.
- 15) ALDH1A3, GeneTex #GTX110784, IHC 1:100; is validated for western blots and cytology on the manufacturer's website and has 3 references.
- 16) pSMAD1/5, Cell Signaling #9516, IHC 1:200; this product is validated by the manufacturer and has 376 citations.
- 17)pSMAD2/3, Cell Signaling #8828, IHC 1:100, this product is validated by the manufacturer and has 603 citations, including 12 for IHC.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                              |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mice were maintained on a mixed C57BL/6J and 129S5/SvEvBrd genetic background. Studies were performed in adult mice (6-8 weeks old) unless indicated otherwise.                                                                                              |
| Wild animals            | Not applicable                                                                                                                                                                                                                                               |
| Reporting on sex        | Because we are studying the effect of the SMAD2 and SMAD3 transcription factors in the uterus, only adult mice of the female sex were used for our studies. Males with the required genotype were used to generate the experimental mice.                    |
| Field-collected samples | No field-collected samples were used.                                                                                                                                                                                                                        |
| Ethics oversight        | All mouse handling and experimental studies were performed under protocols approved by the Institutional Animal Care and Use Committee of Baylor College of Medicine and guidelines established by the NIH Guide for the Care and Use of Laboratory Animals. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

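RNA-seq was compared in mouse endometrial organoids of 4 groups: control + vehicle (n = 3), control + A83-01 at 500 nM (n = 4), *Smad2/3* cKO (n = 4) and *Smad2/3* cKO + A83-01 (n = 4). The authors made cDNA with a low-input kit, sequenced it in pairs of reads, estimated counts per gene with Salmon and tested them with DESeq2. The values the authors deposited, named signal, are estimated counts per gene divided by 1 size factor per sample. This was checked on the values: for the 12745 genes above 0 in all 15 samples, the median ratio of each sample to the geometric mean over samples was 1.01137 in every sample, as size factors set over all 15 samples give. Between 10.8% and 22.3% of the values below 12 in a sample lay at whole multiples of the smallest step, so whole reads were not recovered and methods made for raw counts were not used. In the file 16697 genes were matched to a symbol and 17 symbols were shared by 2 identifiers. No gene had a sum over samples under 6.46. Positions are those of GRCm38, while the authors aligned to GRCm39.

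Normalized counts summed to 20241771 to 22489489 per sample in control + vehicle, 21572721 to 24423127 in control + A83-01, 22171502 to 22779453 in *Smad2/3* cKO and 23208569 to 23870175 in *Smad2/3* cKO + A83-01. The reads estimated from the smallest step were 22.5 to 23.2 M, 19.4 to 23.0 M, 18.9 to 23.3 M and 18.5 to 43.2 M in these groups. At this depth a gene with a normalized count of 10 rests on about as many reads in most samples, and values of 3 or less were treated as the lowest level that can be measured. Correlations of log2 values between replicates ran from 0.914 to 0.970 over the groups. The first principal component held 39.3% of the variance, the second 12.5%.

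Each comparison of 2 groups was fitted on its own samples with limma 3.58.1 (lmFit, and eBayes with trend) in R 4.3.3, on the log2 of the normalized count plus 1, over genes with a mean of at least 10 in those samples. A gene passed the thresholds at a Benjamini-Hochberg adjusted p below 0.01 and a fold change above 1.4 or below 0.714, as in the paper. Adjusted p-values are from limma unless another test is named. The difference between genotypes in the effect of A83-01 was a contrast in 1 fit of all 15 samples. Gene sets were lists written from gene names and were tested with two-sided Fisher's exact tests against all genes tested. The lists hold genes that the paper names from these same samples, so their enrichment is not independent of the paper's. The overlap of comparisons was tested with the same kind of test. Marker lists were compared between groups with exact permutation tests. Target lists were set against 10000 random lists matched on mean expression in 20 bins. Data were simulated with the group sizes and spread of these samples and with changes of 2 or more, up or down, on the log2 scale. For A83-01 in control organoids 129 of 194 changed genes (66.5%) passed the thresholds together with 2 unchanged genes. For A83-01 in *Smad2/3* cKO organoids 157 of 193 (81.3%) passed together with 2 unchanged genes. Smaller changes were not simulated, so these shares do not apply to them.

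The replicate numbers in the sample labels were used as a block where same-numbered samples could be paired. In the control groups the pairing also follows the numbers 367, 368 and 395, which control + vehicle and control + A83-01 samples share. In the *Smad2/3* cKO groups it does not. The label number 369 is that of *Smad2/3* cKO replicate 2 and of *Smad2/3* cKO + A83-01 replicate 1. Mean r for the same replicate number was 0.136 between these groups and 0.0583 between *Smad2/3* cKO and control + vehicle. Results with the replicate block that involve *Smad2/3* cKO samples thus do not rest on matched *Smad2/3* cKO mice. The genes named are all those the paper names for the RNA-seq, *Smad2*, *Smad3*, and in each comparison the 5 with the largest rise and the 5 with the largest fall among genes past the thresholds whose samples did not overlap between the groups. *Pgr*, *Esr1*, *Foxa2*, *Muc1*, *Lgr5*, *Axin2*, *Pax8*, *Krt8* and *Klf15*, which the paper names for other assays, are given in the closing section only.

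The alternatives were pseudocounts of 0.1 and 10, no filter and a minimum of 50, quantile normalization, rescaling by the median ratio, eBayes without trend, sample weights, the replicate number or the mouse number as a block, the number series of the mice (below 390 or not) as a covariate, all 4 groups in the fit, an adjusted p below 0.05, no fold threshold, and leaving out each sample in turn. Corrections for GC content and gene length were added after the data were seen. Gene ontology enrichment was replaced by the written lists, since the ontology was not at hand. Quantitative PCR, CUT&RUN, histology and immunofluorescence were not analysed here.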

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

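The corrections for GC content and gene length in this part were tests chosen only after the result was seen, while the splits of the samples and the regroupings were chosen before the data were examined, as were the comparisons, the rule for naming genes and the alternatives apart from those with these corrections.

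Single samples lay far from the other 3 of their group in 13 of 180 groups examined, where chance gives about 9. *Rbp4* was at 64.4 in *Smad2/3* cKO replicate 3 (others 93.5 to 96.7), *Bmpr1b* at 156 in control + A83-01 replicate 1 (others 279 to 305), and *Acvrl1* at 22.0 in *Smad2/3* cKO + A83-01 replicate 1 (others 157 to 197). *Fzd10* was at 8.25 in control + A83-01 replicate 4 (others 20.5 to 22.4) and at 0.952 in *Smad2/3* cKO replicate 1 (others 9.76 to 13.5). In *Smad2/3* cKO + A83-01 replicate 2, *Smad2* was at 1211 (others 804 to 854) and *Smad3* at 797 (others 1648 to 1689), opposite directions in 1 sample. *Nptx1* was at 9276 in *Smad2/3* cKO + A83-01 replicate 1 (others 6032 to 6305). Near the lowest measurable level, *Spink12* was at 11.3 in control + A83-01 replicate 2 and at 1.11 in *Smad2/3* cKO + A83-01 replicate 1, *Tmprss11d* at 6.27 in *Smad2/3* cKO + A83-01 replicate 3, with the other samples of each group listed at 0, and *Kcng1* at 3.31 in control + A83-01 replicate 1 (others 0.848 to 0.979). The reads estimated for *Smad2/3* cKO + A83-01 replicate 3 were 43.2 M (others 18.5 to 22.7 M). Its values were divided by a size factor like those of the other samples. No explanation, technical or biological, was tested for the other samples.

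The effect of A83-01 differed between genotypes for 72 genes, 13 with a contrast above 0 and 59 below (1865 at an unadjusted p under 0.05). Of these genes, 70 were also changed by A83-01 in control organoids, all 72 were changed in *Smad2/3* cKO organoids, and for all 72 the contrast was opposite to the effect of A83-01 in control organoids. On the log2 scale of the normalized count plus 1, the contrast was −2.85 for *Lrat*, −4.54 for *Cyp17a1*, −4.02 for *Id4*, −8.38 for *Car4*, −6.96 for *Akr1b7*, −6.75 for *Cuzd1*, −7.23 for *Slc46a2*, −6.76 for *Nptx1*, −1.49 for *Ncald*, 9.61 for *Fn1*, 6.85 for *Slc6a2* and 6.46 for *Kcng1*. For *Cyp17a1*, *Car4*, *Akr1b7*, *Slc46a2*, *Slc6a2* and *Kcng1* at least 1 group had a mean of 3 or less. The size of the contrast for these genes thus depends on the 1 added to each value. With the replicate number as a block 63 genes passed, 51 of them shared with the 72. After a correction for GC content 65 of the 72 genes passed, and after one for gene length 67. Of 100 regroupings within replicate numbers, the real one included, 2 gave as many genes, and the highest count among the others was 281. The regroupings move samples between all groups and so also break up the effects of A83-01 and of genotype. Their counts thus do not measure chance for the contrast alone. With the mouse number within genotype as a block 0 genes passed (1007 at an unadjusted p under 0.05). Only 1 mouse number recurs in both *Smad2/3* cKO groups. That fit thus takes the effect of A83-01 there from 1 pair and has little power, so its count says little about the 72 genes. A smaller effect of A83-01 where SMAD2 and SMAD3 are deleted may account for these 72 genes. The effects of A83-01 and of genotype on them are measured against the same 3 control + vehicle samples, whose label numbers recur in control + A83-01 replicates 1 to 3. The labels name no culture batch that could be tested.

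In organoids grown with A83-01, for which the paper reports no comparison of genotypes, 3 genes were higher in *Smad2/3* cKO than in control organoids (1229 at an unadjusted p under 0.05). *Otop1* had a log2 fold change of 3.06 (adjusted p = 0.00285, and 0.00267 to 0.0425 over its alternatives other than leaving out a sample), *Nlrp6* 2.95 (adjusted p = 0.00916, and 0.00341 to 0.0428 over the same alternatives) and *Ncald* 2.00 (adjusted p = 0.00285, and 0.000167 to 0.0835). Without one sample the adjusted p ran up to 0.0296, 0.0736 and 0.0296 in turn. For each, all 4 *Smad2/3* cKO + A83-01 samples lay above all 4 control + A83-01 samples. Of the 8 splits of these samples that part as many same-numbered pairs, 1 gave as many genes, the real one, a share that cannot go below 0.05 with so few splits. Of all 35 splits 2 did, a share above 0.05, and the highest count among the others was 9. The count of 3 genes was thus not separated from a chance split of the samples.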

How the results depend on the processing

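The corrections for GC content and gene length, with and without the replicate block, were tests chosen only after the result was seen.

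The count of genes changed by A83-01 in control organoids stayed within 200 to 399 under the pseudocounts, filters, quantile normalization, rescaling, eBayes without trend, the replicate block, GC content and gene length. It was 582 with sample weights, 642 with all 4 groups in the fit, 443 with the number series as a covariate, 483 with the replicate block and GC content corrected, 955 at an adjusted p below 0.05, and 49 to 312 across the 7 fits that each left out one sample. With all 4 groups, 263 of the 295 genes were shared. The count in *Smad2/3* cKO organoids was 452 with no trend in eBayes (420 shared with the 970), 211 with the replicate block (201 shared), 2410 at an adjusted p below 0.05, and 280 to 992 across the fits that left out one sample. Under the other alternatives it was 889 to 1207. For A83-01 in *Smad2/3* cKO organoids it was 0 under every alternative run (407 to 839 at an unadjusted p under 0.05). For genotypes under A83-01 it was 1 with no trend in eBayes, 0 with the replicate block (999 unadjusted), 5 with all 4 groups in the fit, and 0 to 4 without one sample (902 to 1304 unadjusted). For the difference in the A83-01 effect it was 127 with sample weights, 208 at an adjusted p below 0.05, and 39 to 77 without one sample. It was 0 with the mouse number by genotype as a block (1007 unadjusted), where the *Smad2/3* cKO groups give only 1 pair. The cause of these changes was not tested.

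The correlation of the log2 fold changes was 0.962 over genes called in at least 1 comparison and 0.215 for the A83-01 effect against the genotype effect under A83-01. With separate control samples, it was 0.766, 0.715 and 0.545 with replicate 1, 2 or 3 for A83-01, and 0.648, 0.727 and 0.687 with replicate 1, 2 or 3 for the cKO. Genes called in both comparisons numbered 560 with all 4 groups in the fit, 144 with the replicate block, 860 at an adjusted p below 0.05, and 39 to 255 without one sample.

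The retinoid sets passed under every alternative run. For WNT genes lower in *Smad2/3* cKO organoids, Fisher's exact p was 1 with the replicate block, where 0 of them passed, and 1.13e-05 to 0.293 without one sample. With A83-01 it was 0.000276 to 1 without one sample. Some of these fits called few lower genes in all (66 in *Smad2/3* cKO organoids with the replicate block), which leaves the test little power. Listed SMAD2/3 targets past the thresholds numbered 31 with the replicate block, 441 at an adjusted p below 0.05 and 34 to 205 without one sample, and SMAD1/5 targets 14, 144 and 20 to 56. Without the marker with the highest mean value, the stromal difference was −1.95 with A83-01 and −2.05 in *Smad2/3* cKO organoids (exact p = 0.0286 for each). Between genotypes under A83-01 it was 0.61 to 1.63 without one sample.

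Some log2 fold changes of named genes reversed. With the replicate block, *Foxa2* was −0.013 with A83-01, and in *Smad2/3* cKO organoids *Foxa2* was 0.19, *Smad4* 0.030 and *Muc1* 0.018. With quantile normalization *Foxa2* was 0.026 in *Smad2/3* cKO organoids. Without one sample, the values with A83-01 ran from −0.30 to 0.062 for *Smad4*, −0.35 to 0.082 for *Esr1*, −0.30 to 0.39 for *Foxa2* and −0.040 to 2.20 for *Lgr5*. In *Smad2/3* cKO organoids they ran from −0.18 to 0.068 for *Smad3*, −0.46 to 0.030 for *Smad4*, −0.45 to 0.28 for *Foxa2*, −0.19 to 0.018 for *Muc1* and −0.088 to 0.65 for *Klf15*. The cause was not tested. Leaving out one sample moved 62 of 329 values below the thresholds and 3 past them with A83-01, and 25 and 7 of 334 in *Smad2/3* cKO organoids. The replicate block moved 3 below and 2 past with A83-01, and 8 below in *Smad2/3* cKO organoids.

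The alternatives on raw counts with DESeq2 or edgeR were not run, since whole reads were not recovered. With 3 control + vehicle samples, the counts of both comparisons of the paper were, among the fits that left out one sample, lowest without control + vehicle replicate 1 or 2.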

Differences from the paper's values

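For control + A83-01 vs. control + vehicle, the paper gives 569 genes higher and 570 lower, against 155 and 140 here. A gap is called closed here when the larger count is at most 1.5 times the smaller. Of the 21 alternatives set before the data were examined, 2 closed the gap in this sense for the higher genes, all 4 groups in the fit (399) and an adjusted p below 0.05 (474), and 1 for the lower genes, an adjusted p below 0.05 (481). For *Smad2/3* cKO vs. control + vehicle, the paper gives 912 higher and 865 lower, against 536 and 434 here. Of 20 alternatives, 2 closed the gap for the higher genes, all 4 groups in the fit (675) and an adjusted p below 0.05 (1204), and 1 for the lower genes, an adjusted p below 0.05 (1206).

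The paper lists 607 SMAD2/3 targets with decreased and 185 SMAD1/5 targets with increased expression, taken according to its methods from the differentially expressed genes. Here 186 and 66 of the listed genes pass the thresholds. Of 12 alternatives, 1 closed each gap, an adjusted p below 0.05 (441 and 144). The other alternatives set before the data were examined left these gaps open.

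The paper places *Id1*, *Fzd1*, *Fzd3* and *Fzd7* among the genes changed in *Smad2/3* cKO organoids. Here their adjusted p-values were 0.0169, 0.0263, 0.0779 and 0.0232 for log2 fold changes of 1.44, −1.05, −2.19 and −1.81. All but *Fzd3* pass an adjusted p below 0.05, and *Fzd3* passed the threshold of 0.01 without *Smad2/3* cKO replicate 4 (−2.93, adjusted p = 0.00909, against 0.0271 to 0.0885 over the alternatives other than leaving out a sample and up to 0.236 without one sample). Among the retinoid genes the paper describes *Aldh1a1* as higher in *Smad2/3* cKO organoids by quantitative PCR, and here its RNA-seq log2 fold change was −1.60 (adjusted p = 0.0716). It was below 0 under every alternative run, from −2.27 to −1.17 without one sample.

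Fig. 5c marks *Rbp4*, *Smad7* and *Bmpr1b* for *Smad2/3* cKO organoids. Here their log2 fold changes were 2.06, −2.67 and 1.04 (adjusted p = 0.0183, 0.0196 and 0.0597). *Rbp4* and *Smad7* pass an adjusted p below 0.05. At the threshold of 0.01, *Rbp4* passed without control + vehicle replicate 3 (2.61, adjusted p = 0.00586), *Smad7* with all 4 groups in the fit (adjusted p = 0.00682) and without *Smad2/3* cKO replicate 3 (−3.15, adjusted p = 0.00655), and *Bmpr1b* without *Smad2/3* cKO replicate 3 (1.34, adjusted p = 0.00659). Over the alternatives other than leaving out a sample, the adjusted p ran from 0.0128 to 0.0854 for *Rbp4*, 0.00682 to 0.0455 for *Smad7* and 0.0307 to 0.0980 for *Bmpr1b*.

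Fig. 5b marks *Smad6* and *Acvrl1* for A83-01 in control organoids, where their log2 fold changes here were −2.63 and −1.98 (adjusted p = 0.0108 and 0.0163, both below 0.05). *Smad6* passed the threshold of 0.01 with a pseudocount of 10 (−2.25, adjusted p = 0.00672) and without control + A83-01 replicate 3 (−2.98, adjusted p = 0.00720). *Acvrl1* passed with the replicate block (−1.93, adjusted p = 0.00651) and without control + vehicle replicate 3 (−2.42, adjusted p = 0.00667). Over the alternatives other than leaving out a sample, the adjusted p ran from 0.00672 to 0.0354 for *Smad6* and from 0.00651 to 0.0634 for *Acvrl1*. The figure marks *Id3* and *Rbp4* for A83-01 as well, with log2 fold changes here of 2.20 and 1.96 (adjusted p = 0.0233 and 0.0721). *Id3* passes an adjusted p below 0.05, and it passed the threshold of 0.01 with all 4 groups in the fit (adjusted p = 0.00542), with the replicate block (1.98, adjusted p = 0.00577) and without control + A83-01 replicate 2 (2.59, adjusted p = 0.00468), over a range of 0.00542 to 0.0262 among the alternatives other than leaving out a sample. *Rbp4* passed the threshold of 0.01 under none of the alternatives run for it (adjusted p 0.0249 to 0.0772, and 0.0451 to 0.244 without one sample).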

Other observations

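The tests of GC content, gene length, number series, shared control samples, *Aldh1a7*, *Ltf*, stromal cells and macrophages in this part were chosen only after the result was seen, although fits with the number series or with separate control samples had been set beforehand as alternatives.

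For the genes changed by A83-01 in control organoids, 266 of 295 still passed after a correction for GC content, 285 after one for gene length and 290 with the number series of the mice as a covariate. In *Smad2/3* cKO organoids the numbers were 867, 929 and 829 of 970. Among the 8 splits that part as many same-numbered pairs, 1 split, the real one, gave as many genes in each comparison, but 8 splits are too few to give a share below 0.05. Among all 35 splits it was again 1, with at most 18 genes in the others for A83-01 and 1 for *Smad2/3* cKO.

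A83-01 changed 0 of 12998 genes in *Smad2/3* cKO organoids (554 at an unadjusted p under 0.05, smallest adjusted p 0.0501). With the replicate number as a block it was 0 as well (723 unadjusted). All 8 splits that part as many same-numbered pairs gave as many, which a count of 0 fixes in advance. Too little power was tested by adding the effects seen in control organoids to the *Smad2/3* cKO values, after which 191 of the 295 genes passed (64.7%). Without *Smad2/3* cKO + A83-01 replicate 3, the deeper library, 494 genes were at an unadjusted p under 0.05 and 0 passed, within the 429 to 839 of the 8 fits that left out one sample. Leaving out a sample also lowers power, so this does not exclude an effect of the deeper library. Of the 140 genes lowered in control organoids, 115 had a mean of at least 10 in *Smad2/3* cKO organoids, so most were not yet at the lowest level. With the number series as a covariate 658 genes were at an unadjusted p under 0.05 and 0 passed. A83-01 may act mainly through SMAD2/3 signaling that the deletion had already removed. The median log2 fold change in the direction seen in control organoids was 0.28, against 2.39 there, and 222 of 268 genes kept that direction. That median was larger than the one set beforehand for a complete loss of the effect, so the rule for a complete loss was not met. It has no measure of spread, and the genes are not independent. Over all genes tested, 4.26% were at an unadjusted p under 0.05. Samples did not overlap between the groups for 2.90% of them, where chance gives 2.86%. A remaining effect of A83-01 was thus not separated from chance. With 0 calls to start from, the test of the number series cannot separate the series of the mice from the treatment.

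The correlation of the A83-01 and *Smad2/3* cKO effects was not explained in full by the shared control samples, since the lowest r with separate controls was 0.545. In each of the 6 ways r was lower than with shared controls (0.545 to 0.766 against 0.874), so the shared samples may account for part of it.

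*Aldh1a1* was lower in *Smad2/3* cKO organoids, and the sum of *Aldh1a1* and *Aldh1a7* had a log2 fold change of −1.56 (adjusted p = 0.0783), so reads moved between these paralogs do not account for it. *Ltf*, the gene that carries the Cre, fell by 2.00 on the log2 scale in *Smad2/3* cKO organoids (adjusted p = 0.0232, and 0.00593 to 0.0828 over its alternatives other than leaving out a sample, up to 0.0853 without one sample). It was lower in all 4 *Smad2/3* cKO samples than in all 3 control + vehicle samples. It also fell by 1.56 with A83-01 in control organoids, which carry no Cre (adjusted p = 0.198, and 0.0510 to 0.208 over its alternatives other than leaving out a sample, up to 0.399 without one sample, with all 4 samples below all 3 control + vehicle samples), so the direction is not particular to the organoids with the knock-in. *Ltf* was chosen after its values were seen.

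Stromal cells make fibronectin, and fewer such cells may lower *Fn1*. Of the samples outside control + vehicle, 5 had a mean of the stromal markers at or above that of the lowest control + vehicle sample together with low *Fn1*. Without the marker with the highest mean value 2 did, both *Smad2/3* cKO + A83-01 samples, and 0 of the control + A83-01 and *Smad2/3* cKO samples. The stromal marker difference was −1.69 with A83-01 (exact p = 0.0571) and −1.75 in *Smad2/3* cKO organoids (exact p = 0.0857), and 1.10 and 1.04 for A83-01 in *Smad2/3* cKO organoids and for genotype under A83-01 (exact p = 0.2 for each), in a family of 20 tests. In the comparisons in which *Fn1* fell, its log2 fold changes were −8.49 and −9.06. Over the alternatives other than leaving out a sample, the marker differences there reached at most −2.995 and −3.051. In control + vehicle samples the mean of the markers was only 1.99 to 4.21 on the log2 scale of the normalized count plus 1. Even a complete loss of stromal cells could not lower it by as much as *Fn1* fell. The sizes thus cannot tell whether fewer stromal cells were the only source of the fall. The 9 markers summed to only 99.9 to 226 in control + vehicle samples, so a part played by fewer stromal cells cannot be excluded.

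*Smad2/3* cKO replicate 2 may hold RNA from macrophages. *Lyz2* was at 3372 in it, and of 3 other markers 2 were highest there, *Adgre1* (351) and *Csf1r* (822), while *Cd68*, at 3258 there, was highest in control + A83-01 replicate 4 (8115). *Ptprc*, a marker of leukocytes in general, was at 309 there and highest in *Smad2/3* cKO + A83-01 replicate 1 (514). These genes were chosen after their values were seen, and the RNA from macrophages in 1 sample cannot be told apart from a change in the epithelial cells.

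Of the genes the paper names for other assays, *Pgr* had log2 fold changes of −1.26 with A83-01 and −1.61 in *Smad2/3* cKO organoids (adjusted p = 0.0581 and 0.00539, the latter 0.00416 to 0.0335 over its alternatives, with or without leaving out a sample), with all 4 *Smad2/3* cKO samples below all 3 control + vehicle samples. *Krt8* had −0.65 and −1.50, *Pax8* 0.58 and 0.66, *Esr1* −0.15 and 0.40, *Foxa2* 0.11 and −0.04, *Muc1* −0.20 and −0.10, *Lgr5* 1.35 and 1.96 and *Klf15* −0.36 and 0.31. *Axin2* was not tested.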
